# ID3 deficiency alters chromatin accessibility at DSB sites and enhances vulnerability to HDAC inhibition

**DOI:** 10.1002/ijc.70400

**Published:** 2026-02-24

**Authors:** Giuditta Della Corte, Hossam Eldesouky, Julia Puchan, Sercan Öz, Elena Everatt, Ashish Goyal, Gianluca Sigismondo, Udo Oppermann, Christoph Plass, Dieter Weichenhan, Ali Bakr

## Abstract

The inhibitor of DNA‐binding 3 (ID3) plays a crucial role in DNA double‐strand break (DSB) repair. We previously reported that ID3 loss reduced chromatin accessibility at DNA repair gene promoters, yet its exact role in DNA repair via chromatin regulation remains elusive. Using the AID‐DIvA cell system with inducible DSBs, we show that ID3 directly regulates chromatin accessibility at DSB sites, as demonstrated by reduced chromatin accessibility and lower H3K27ac levels in ID3‐knockout (KO) cells. Loss of ID3 renders cells susceptible to histone deacetylase (HDAC) inhibition, particularly to the Class I HDAC inhibitor, leading to the accumulation of unrepaired DSBs and delayed cell cycle progression. Transcriptome and proteome analyses revealed that HDAC inhibition in ID3‐KO cells results in the downregulation of gene sets involved in the regulation of cell cycle and cell division. The synthetic lethality observed between ID3 loss and Class I HDAC inhibition underscores a novel therapeutic vulnerability in ID3‐deficient cancers, driven by compounded defects in chromatin remodeling, cell cycle, and DNA repair. Our study provides new insights into the relationship between chromatin regulation and genome stability, with implications for targeted cancer therapies.

**Abbreviations**
53BP1: tumor suppressor p53‐binding protein 1
AID‐DIvA: auxin inducible degron‐DSB inducible via AsiSI
ATAC‐seq: assay for transposase‐accessible chromatin using sequencing
ATM: ataxia telangiectasia mutated
BRCA1: breast cancer 1
ChIP: chromatin immunoprecipitation
CHK1: checkpoint kinase 1
CtIP: C‐terminal binding protein 1 interacting protein
DDR: DNA damage response
DSBs: double‐strand breaks
H2AX: histone H2AX
H2B: histone H2B
H3K27ac: histone H3 lysine 27 acetylation
HDAC1: histone deacetylase 1
HDAC2: histone deacetylase 2
HDAC3: histone deacetylase 3
HDACi: histone deacetylase inhibitor
HPTMs: histone post‐translational modifications
HR: homologous recombination
ID3: inhibitor of DNA binding 3
IR: ionizing radiation
NBS1: Nijmegen breakage syndrome 1 protein
NHEJ: non‐homologous end‐joining
PARP1: poly(ADP‐ribose) polymerase 1
qPCR: real‐time polymerase chain reaction
RECQL: RecQ like helicase
RIF1: Rap1‐interacting factor 1
RNA‐seq: RNA sequencing
siRNA: small interfering RNA

## 1 INTRODUCTION

Double‐strand breaks (DSBs) are a severe form of DNA damage, where both DNA strands are broken and lack a repair template. If left unrepaired, DSBs can lead to chromosomal aberrations, mutations, and genomic instability, which contribute to cancer development. To prevent this, DSBs must be accurately repaired through the DNA damage response (DDR), which activates repair pathways and cell cycle checkpoints.^1^, ^2^ DSBs are primarily repaired via two pathways: non‐homologous end joining (NHEJ) and homologous recombination (HR). NHEJ, active throughout the cell cycle, can be mutagenic due to insertions or deletions at the repair site.^3^ In contrast, HR is an error‐free mechanism that occurs in late S or G2 phases, using homologous sister chromatids as templates for repair.^4^ The DSB repair pathway choice is controlled by a functional cell cycle dependent crosstalk between the end protection factor 53BP1/RIF1 and end resection factors BRCA1/CtIP.^5^, ^6^, ^7^, ^8^, ^9^ Chromatin modifications triggered by DSB induction enhance chromatin accessibility for these key repair proteins. However, the role of these epigenetic changes in regulating efficient and accurate DNA repair remains to be fully explored.

The inhibitor of DNA‐binding 3 (ID3) is a transcriptional repressor protein that acts by forming heterodimers with bHLH transcription factors, thus limiting their binding to DNA.^10^ Alterations of the ID3 gene such as amplifications, deletions, and mutations have been identified in several types of cancers. It has been reported that ID3 inhibits differentiation and stimulates cell proliferation via promoting cell cycle progression leading to an enhanced stem cell self‐renewal capacity.^11^ We previously reported that ID3‐deficient tumors exhibited high genomic instability and mutational signatures indicative of DNA repair defects.^12^ A study from another lab identified ID3 as one of the proteins interacting with the DNA damage response protein MDC1 in an ATM‐dependent manner following ionizing radiation (IR).^13^ Further investigations from our laboratory using comprehensive proteomic and transcriptomic analyses have revealed that ID3 plays a crucial role in DNA repair, particularly in HR. This function is mediated through two mechanisms: direct interaction with DNA repair proteins and transcriptional regulation of related genes.^14^ Our analyses revealed differential expression of DNA repair genes and altered chromatin accessibility at their promoter regions in ID3‐deficient cells. This prompted us to explore whether ID3 regulates DNA repair by modulating chromatin structure and histone post‐translational modifications (HPTMs) at regions flanking DSBs.

Here, we show that ID3 is involved in the regulation of chromatin accessibility at DSB sites, as evidenced by decreased chromatin accessibility and reduced H3K27ac enrichment in ID3‐knockout (KO) cells. Loss of ID3 renders cells highly sensitive to histone deacetylase (HDAC) inhibition, particularly to Class I HDAC inhibitors, leading to the accumulation of unrepaired DSBs and delayed cell cycle progression. Transcriptome analysis reveals that HDAC inhibition in ID3‐KO cells results in the downregulation of gene sets involved in the regulation of cell cycle and cell division. Our study provides new insights into the relationship between chromatin regulation and genome stability, with implications for targeted cancer therapies.

## 2 METHODS

### 2.1 Key resources

#### 2.1.1 Reagents

Protease inhibitor cocktail (Roche Diagnostics, Cat#11836170001). Phosphatase inhibitor cocktail (Roche Diagnostics, Cat#04906837001). Fluoromount‐G mounting medium (SouthernBiotech, Cat#0100‐01). BisBenzamide H33342 trihydrochloride (Sigma, Cat#B2261). Crystal violet (Merck, Cat# C‐0775). Puromycin (Merck, Cat# P8833). Geneticin disulfate (G418) (Roth, Cat#2039.3). Penicillin–Streptomycin (Sigma, Cat#P0781). Novex ECL HRP Chemiluminescent Kit (Invitrogen, Cat#WP20005). High sensitivity HRP Chemiluminescent Kit (Merck, Cat#WBKLS0500). PVDF membrane (Thermo Fisher, Cat#88520). Magna ChIP Protein A magnetic beads (Merck, Cat#16‐661). ChIP‐Grade Protein G magnetic beads (Cell Signaling, Cat#9006S). Agencourt AMPure XP (Beckman Coulter, Cat#A63880). PrimaQUANT™ SYBR green kit (Steinbrenner Laborsysteme, Cat#SL‐9902). MinElute PCR Purification kit (Qiagen, Cat#28006). Lipofectamine DharmaFECT 1 (Dharmacoon, Cat# T‐2001‐03). Tagment DNA TDE1 Enzyme and Buffer Kit (Illumina, Cat# 20034198). Agilent High Sensitivity D1000 ScreenTape Agilent High Sensitivity D1000 Reagents (Agilent, Cat#5067‐5585). Mocetinostat, Class I HDAC inhibitor (Selleckchem, Cat#S1122). Vorinostat (SAHA), pan HDAC inhibitor (MedChemExpress, Cat#HY‐10221). Tubastatin A, selective HDAC6 inhibitor (Selleckchem, Cat#S8049). Droxinostat, selective HDAC6/8/9/10 inhibitor (Selleckchem, Cat#S1422).

#### 2.1.2 Antibodies

Rabbit‐anti‐ID3 (Cell Signaling, Cat#9837, RRID:AB_10950969), Mouse‐anti‐beta‐Actin (Santa Cruz, Cat#sc‐47778, RRID:AB_2714189). Rabbit‐anti‐phospho‐Histone H2A.X (S139) (Abcam, Cat# ab2893, RRID:AB_303395). Rabbit‐anti‐H3K27ac (Abcam, Cat#ab177178, RRID:AB_2532991). Mouse‐anti‐IgG (Santa Cruz, Cat#sc‐2025, RRID:AB_737182). Goat‐anti‐mouse IgG‐HRP (Cell Signaling, Cat#7076P2, RRID:AB_330924). Goat‐anti‐rabbit IgG‐HRP (Cell Signaling, Cat#7074S, RRID:AB_2099233). Goat‐anti‐rabbit IgG‐AlexaFluor 488 (Molecular Probes, Cat#A11008, RRID:AB_143165), Rabbit‐anti‐HDAC1 (Abcam, Cat# ab109411, RRID:AB_10859341), Rabbit‐anti‐HDAC2 (Abcam, Cat# ab124974, RRID:AB_10973249), Rabbit‐anti‐HDAC3 (Abcam, Cat# ab137704, RRID:AB_2732844).

#### 2.1.3 Laboratory instruments

FACSCanto™ II Flow Cytometer (BD, Cat#338960). Agilent 4150 TapeStation system (Agilent, Cat#G2992AA). Amersham Imager 680 (GE Healthcare, Cat#29270769). Axioplan 2 imaging microscope (Zeiss). LightCycler® 480 (Roche, Cat#05015243001). microTUBE AFA Fiber Pre‐Slit Snap‐Cap (Covaris, Cat#80606). M220 Focused‐ultrasonicator (Covaris). Thermocycler (Eppendorf ).

#### 2.1.4 Biological resources

AID‐DIvA cells (originally U2OS cells integrated with AsiSI‐expressing vector; cells were kindly provided by Dr. G. Legube, University of Toulouse, France) were cultured as in reference 15. Upon addition of 4‐hydroxytamoxifen to the culture medium, the AsiSI enzyme is localized to the nucleus and generates several DSBs in the genome. U2OS cells, the human osteosarcoma (ATCC Cat# HTB‐96, RRID:CVCL_0042) were cultured in Dulbecco's modified Eagle's medium (DMEM) supplemented with 10% (vol/vol) fetal bovine serum (BioChrom), 100 U/mL penicillin, 100 μg/mL streptomycin (Sigma‐Aldrich). Cells were maintained in a humidified incubator with an atmosphere of 5% CO_2_ at 37°C (AID‐DIvA). Cells were routinely tested to be mycoplasma‐free. Competent *E*. *coli* DH5α were used for transformations. All human cell lines have been authenticated using STR (or SNP) profiling within the last 3 years.

### 2.2 siRNA and plasmid transfection

A set of four siGENOME upgrade siRNAs were obtained from Dharmacoon (Table S1, Supporting Information), pooled together and transfected using Lipofectamine DharmaFECT1 (Dharmacon) according to the manufacturer's protocol. Plasmid transfections were carried out using TransITLT1 (Mirus Bio) according to the manufacturer's protocol. Plasmids were transfected 48 h after siRNA treatment.

### 2.3 DNA‐damage induction in AID‐DIvA cells

Wild‐type (WT) or ID3‐KO AID‐DIvA cells were treated with 300 nM 4‐hydroxytamoxifen (4OHT) for 6 h to induce AsiSI introgression into the nucleus and generation of DSBs. DSB induction was terminated by Auxin supply as described previously.^15^ The type of repair pathway, HR or NHEJ, acting at the different DSB sites has been described previously.^15^

### 2.4 Whole‐cell protein extracts and Western blotting

Whole‐cell protein lysates were extracted using RIPA buffer as previously described.^5^ Protein concentrations were determined using a BCA assay (Sigma‐Aldrich) as previously described.^14^ Protein extracts were prepared in Laemmli buffer and denatured at 95°C then loaded on SDS gel for western blotting. Separated proteins were transferred to a PVDF membrane, blocked at RT for 1 h in 5% skimmed milk in TBS‐Tween and incubated overnight at 4°C with primary antibodies. Membranes were then washed three times and incubated with HRP‐conjugated secondary antibodies at RT for 1 h. Detection was done by the HRP Chemiluminescent Substrate Reagent Kit Novex ECL (Invitrogen) or high sensitivity Kit (Merck Millipore). Measurement is performed using the Amersham imager 680 GE (Healthcare).

### 2.5 Epigenetic compound screening and cell viability assay

We screened a library of 172 epigenetic compounds^16^ in ID3‐KO and wild‐type (WT) cells. Cells were cultivated in 96‐well plates and treated with drug solutions or a vehicle for 48 h and left another 24 h for recovery following medium exchange, then relative viability was determined using Cell Titer Blue assay as described previously.^17^, ^18^ CellTiter Blue reagent (#G8081, Promega, Madison, WI) was added to determine the metabolic capacity of the cells, incubated for 2 h, and the fluorescence intensity was measured at a 560 nm excitation wavelength and a 590 nm emission wavelength using a SpectraMax M5 plate reader.

### 2.6 Colony formation assay

2000 cells were seeded into 6‐well plates and incubated overnight at 37°C. Cells were then treated with Class I HDAC inhibitor (Mocetinostat). The medium was exchanged after 24 h and plates were incubated at 37°C, 5% CO_2_, and left for 14 days. Afterward, the medium was removed, and the colonies were fixed using 70% ethanol and stained using 1% crystal violet. The colonies were finally counted. The data are presented as the mean ± SEM value in three independent experiments.

### 2.7 Immunofluorescence analysis

Assays were performed as previously described.^14^ 2 × 10^5^ cells were seeded onto comet slides (R&D systems), incubated overnight then treated with 1 μM Class I HDAC inhibitor (Mocetinostat). Cells were fixed after the indicated time points in 4% paraformaldehyde, permeabilized in 0.15% PBS–Triton X100, and blocked (1% BSA and 0.15% glycine in PBS). Cells were incubated overnight at 4°C with primary antibody. Slides were washed in PBS, permeabilized, and blocked. Next, cells were incubated for 1 h at RT in the dark and subsequently washed in PBS and DNA was stained using bis‐Benzimide (Sigma‐Aldrich) in Tris–HCl for 3 min. The mounting medium was added before sealing with a cover slide. Fluorescent images were taken by using the Zeiss Axioplan 2 imaging microscope and foci were automatically counted by the Metafer4 system with a magnification of 400×.

### 2.8 Cell cycle analysis

Assays were performed as previously described.^19^ Briefly, cells (approximately 400,000) were treated by Class I HDAC inhibitor (Mocetinostat) and collected and fixed with 75% ethanol at the indicated time points. Cells were then washed with PBS and permeabilized in 0.1% PBS–Triton X100. RNA was digested by RNase Athen cells were stained by 50 μg/mL propidium iodide (PI). The stained cell suspension is filtered and analyzed using FACSCanto™ II Flow Cytometer. The flow cytometry raw data were analyzed using FACS Diva software. The gating strategy was applied as follows: first, cells were gated based on SSC‐A vs. FSC‐A to define population P1. This population was subsequently gated on 616/23 PI BL‐B‐H vs. 616/23 PI BL‐B‐A to define population P2. Finally, P2 was represented in a histogram of count vs. 616/23 PI BL‐B‐A. The percentage of cells in each cell cycle phase is calculated based on the gating and the histogram data.

### 2.9 Chromatin immunoprecipitation and qPCR

DSB induction and termination were done as described above. Chromatin immunoprecipitation and qPCR (ChIP‐qPCR) was performed as described previously.^20^ Cells were cross‐linked with formaldehyde (1%) and cell pellets were obtained and washed in ice‐cold PBS. Nuclei were isolated and then transferred into Adaptive Focused Acoustics (AFA) for chromatin shearing. 25 μg of the sheared chromatin was incubated with 2–5 μg of antibody overnight at 4°C. Pre‐blocked magnetic beads were added to the antibody‐chromatin mixture and incubated for 3 h at 4°C on a rotator. Beads were washed and incubated with an Elution buffer supplemented with proteinase K, then treated with RNAse and stored at 4°C. DNA was then eluted and purified using Ampure beads (Agencourt AMPure XP) at room temperature (with a ratio 1:1.4). Then washed twice with 80% ethanol, dried, and finally eluted in dH2O at room temperature. For qPCR, proximal (80 bps) or distal (800 bps) primers for the indicated DSBs were used (Table S1). The qPCR was performed using primaQUANT™ SYBR green kit.

### 2.10 Assay for transposase‐accessible chromatin using sequencing (ATAC‐seq)

Wild‐type and ID3‐KO AID‐DIvA cells were treated with 300 nM 4‐hydroxytamoxifen (4‐OHT) for 6 h at 37°C to induce AsiSI localization to the nucleus and generate DSBs (3 biological replicates for each condition). Next, 50,000 viable cells were collected before and after 4‐OHT treatment and lysed in cold lysis buffer (10 mM Tris–HCl pH 7.4, 10 mM NaCl, 3 mM MgCl_2_) containing 0.1% digitonin, 1% NP40, 0.1% Tween‐20, and incubated on ice for 5 min to isolate the nuclei. Subsequently, nuclei were pelleted by centrifugation at 1000*g* for 5 min at 4°C. The nuclei pellets were resuspended in transposition buffer (Illumina) containing 0.1% digitonin, 0.1% Tween‐20, and 2.5 μL of Tagment DNA Enzyme 1 (Illumina) was added onto samples. The samples were mixed in a thermomixer at 1000 rpm for 30 min at 37°C. 5M guanidium thiocyanate were added to the samples to stop the tagmentation reaction. DNA was then purified by AMPure XP PCR Purification (Beckman Coulter, A63880). The libraries were amplified by real‐time quantitative PCR adding of NEBNext® High Fidelity 2X PCR mix, 10 μM Custom Nextera PCR Forward Primer, 10 μM Custom Nextera PCR Barcode Primers, and SYBR Green (1X final concentration). The library amplification program was as follows: 5 min at 72°C for gap repair, 30 s at 98°C for initial melting, 10 s at 98°C, 30 s at 63°C, and 30 s at 72°C for amplification. Libraries were subsequently purified using 1.4X AMPure beads. DNA concentration was measured using the Qubit instrument, and Quality control was performed on a Tape station using the Agilent High Sensitivity DNA Kit. Sequencing was performed at the DKFZ Genomics Core Facility using the Nextseq 550 Paired‐End 75 bp.

#### 2.10.1 ATAC‐seq data analysis

Sequencing reads were processed using the CWL‐based ATAC‐seq workflow.^21^ Then, IDR analysis (v 2.0.3) was conducted to identify reproducible peaks across biological replicates, applying an IDR threshold of ≤0.05. Differential accessibility analysis was carried out using Diffbind (v 3.4.11), enabling the detection of regions with statistically significant differential accessibility between conditions or groups. The sequencing coverage and quality statistics for each sample are summarized in Table S5.

### 2.11 RNA isolation and gene expression analysis by RNA sequencing

Cells (WT and ID3‐KO) were treated with Class I HDAC inhibitor (Mocetinostat) for 24 h (3 biological replicates for each condition), then samples were either collected (before recovery) or medium was exchanged with fresh DMEM medium without Mocetinostat and incubated for another 24 h (after recovery). Cells were collected and RNA extraction was performed as described previously.^14^, ^22^ Sequencing libraries were prepared by the Genomics and Proteomics Core Facility (DKFZ, Heidelberg) from total RNA using the Illumina TrueSeq Stranded Total RNA Library Prep Kit according to the manufacturer's instructions. Samples were sequenced in a paired‐end setting (100 bp) on an Illumina NovaSeq 6000 machine for sequencing.

#### 2.11.1 RNAseq data analysis

Data was processed by the Omics IT and Data Management Core Facility (DKFZ, Heidelberg), using the Roddy RNA‐seq Workflow. Default parameters were used unless mentioned otherwise. Sequences were aligned to the human reference genome (hg19/GRCh37) by applying the software STAR.^23^ Gene counts were generated with featureCounts^24^ and the gene annotation v.29 lift 37. For the identification of differentially expressed genes, the R library DESeq2 was used.^25^ Genes with an adjusted *p*‐value <.05 were defined as significantly differentially expressed genes (DEG). 

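For the 12 AID-DIvA libraries, the paper's Table S6 gives the number of reads sequenced per sample. The deposited counts of fragments, each counted as a pair of reads, came to between 78.0% and 80.5% of these reads when each library was matched to Table S6 by the name in its sample title. When the libraries were matched by the treatment field of the deposited labels, which names the opposite treatment, the same ratio ran from 49.6% to 128.6%.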

The sequencing coverage and quality statistics for each sample are summarized in Table S6.

### 2.12 Statistical analyses

Unless stated, GraphPad Prism v5 software was used to create graphs, perform statistical tests, and calculate *p*‐values. Statistical analyses for ATAC‐seq were performed using R version 4.3.^26^

### 2.13 Mass spectrometry sample preparation and data acquisition

Nuclear protein lysates from ID3‐KO and WT cells post‐mocetinostat treatment were extracted and analyzed for mass spectrometry as previously described.^22^

#### 2.13.1 Mass spectrometry data processing, analysis and visualization

RAW data were processed with Maxquant software (v 1.5.1.2) including the Andromeda search engine.^27^, ^28^ Peptide identification was performed as previously described.^14^ FDR was set to 1% at both protein and peptide levels. Match between runs option was enabled, Label‐Free Quantification (LFQ) and iBAQ calculated. For further protein analysis, Perseus free software was used.^29^ Two‐sided *t*‐test statistics were used for the generation of the volcano plots based on LFQ log10 values of expressed proteins. FDR was 0.05 and S0 constant was 0.1. Pathway enrichment analysis was done using the Metascape resource.^30^

## 3 RESULTS

### 3.1 ID3 regulates chromatin accessibility and histone modifications at DSBs

Building on our previous findings demonstrating ID3‐dependent chromatin remodeling at gene promoters,^14^ we hypothesized that ID3 orchestrates chromatin dynamics at DNA damage sites to facilitate repair. To examine this, we performed ATAC‐seq to evaluate DNA damage‐induced changes in chromatin accessibility in wild‐type (WT) and ID3‐knockout (KO) cells following DSB induction. Knockout efficiency was validated by Western blot analyses (Figure S1A). Analysis included both DSB sites and control promoter regions lacking DSBs in their vicinity. WT cells exhibited a general increase in chromatin accessibility surrounding both HR‐ and NHEJ‐prone DSBs upon DNA damage. In contrast, ID3‐deficient cells showed a marked reduction in DNA damage‐induced chromatin accessibility relative to WT cells at both HR‐ and NHEJ‐prone DSB sites (Figure 1A,B). Notably, at control promoters without nearby DSBs, WT and KO cells displayed a very marginal increase in chromatin accessibility following DNA damage, and no significant difference between the two genotypes was observed (Figure 1C). These results indicate that while a marginal global increase in chromatin accessibility may occur upon DNA damage, this effect is not genotype‐dependent and remains substantially smaller than the robust response observed at DSB sites, where ID3 loss showed a significant reduction in chromatin accessibility compared to WT. Based on these data, we conclude that ID3 specifically facilitates the establishment of an open chromatin configuration at DSBs in response to DNA damage.

**FIGURE 1:**
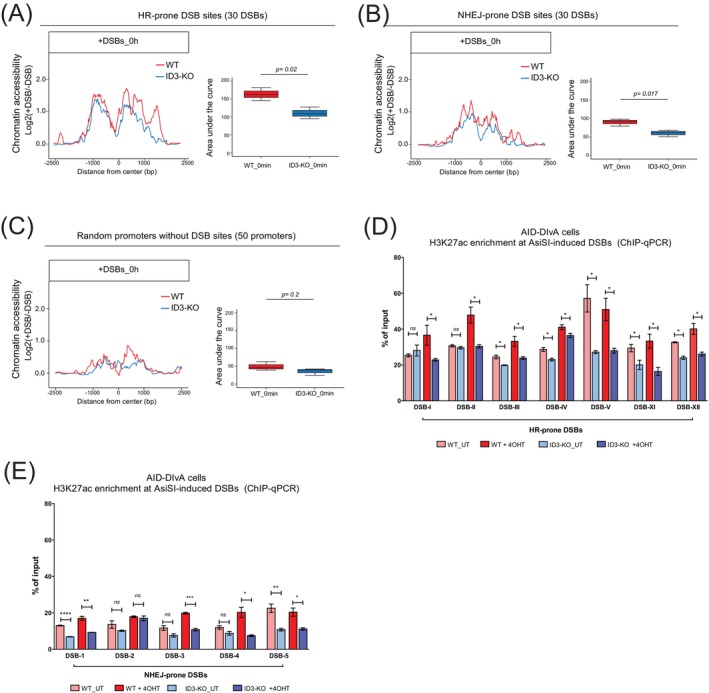
ID3 regulates chromatin accessibility and histone modifications at DSBs. (A) Profile plot showing the differentially chromatin accessibility in WT and ID3‐KO cells at HR‐prone and after DSBs induction (left panel). Box plots showing the area under the curve reflecting the quantification of differential accessibility, at HR‐prone DSBs, *n* = 3 data are presented as mean ± SD, Student's *t* test (right panel). (B) Profile plot showing the differentially chromatin accessibility in WT and ID3‐KO cells at NHEJ‐prone and after DSBs induction (left panel). Box plots showing the area under the curve reflecting the quantification of differential accessibility, at NHEJ‐prone DSBs, *n* = 3 data are presented as mean ± SD, Student's *t* test (right panel). (C) Profile plot showing the differentially chromatin accessibility in WT and ID3‐KO cells at control promoter regions lacking DSBs in their vicinity and after DSBs induction (left panel). Box plots showing the area under the curve reflecting the quantification of differential accessibility, at control promoters, *n* = 3 data are presented as mean ± SD, Student's *t* test (right panel). (D, E) Enrichment of H3K27ac at the HR‐prone and NHEJ‐prone DSBs, respectively, in WT and ID3‐KO cells, measured by ChIP‐qPCR. *n* = 3 independent experiments; data are presented as mean ± SD, Student's *t* test. Statistical significance is presented as: *p < .05, **p < .01, ***p < .001, ****p < .0001, ns = not significant.

To further explore the underlying mechanism, we profiled histone H3 lysine 27 acetylation (H3K27ac), a hallmark of open chromatin, around DSBs. Upon DNA damage induction, WT cells showed enhanced H3K27ac enrichment near both HR‐ and NHEJ‐prone DSBs, whereas this response was abolished in ID3‐deficient cells (Figure 1D,E), supporting our ATAC‐seq findings. Notably, ID3 depletion also reduced basal H3K27ac levels at specific genomic loci prior to DSB induction, suggesting that ID3 contributes to establishing a permissive chromatin state at certain sites in a locus‐dependent manner that may depend on the genomic context.

### 3.2 Epigenetic vulnerability screen identifies class I HDAC dependency

The observed reduction in chromatin accessibility and H3K27ac levels at DSB sites in ID3‐KO cells (Figure 1A–D) prompted us to investigate whether compromised chromatin regulation in these cells could be exploited therapeutically. Given ID3's established role in promoting DNA repair, we hypothesized that ID3‐deficient cells would exhibit higher dependence on compensatory epigenetic regulators to maintain chromatin homeostasis. Therefore, epigenetic inhibitors could increase genomic instability in ID3‐deficient cells, leading to selective elimination of them, offering a targeted therapeutic strategy for tumors with low ID3 expression.

To test this, we screened a library of 172 epigenetic compounds^16^ in ID3‐KO and wild‐type (WT) U2OS cells. Knockout efficiency was validated by Western blot analyses (Figure S1B). ID3‐KO cells showed pronounced sensitivity to several histone deacetylase inhibitors (HDACi), an inhibitor of polycomb repressive complex 2 (PRC2), and lysine demethylase inhibitors (Figure 2A and Table S2). Among the top ten identified compounds, five were classified as HDAC inhibitors, including mocetinostat that is categorized as class I HDAC inhibitor. This indicates that ID3 depletion may enhance the efficacy of these identified epigenetic drugs, highlighting potential therapeutic strategies targeting ID3‐deficient tumors. To validate these results, we analyzed the survival and the clonogenic ability of ID3‐KO cells after treatment with either pan‐HDACi (SAHA), class I HDACi (mocetinostat), or other HDACi that target different classes (tubastatin and droxinostat). SAHA and mocetinostat induced synthetic lethality in KO cells, while there was no effect on survival by tubastatin or droxinostat (Figure 2B). Further analysis of the proliferation rate demonstrated a significant reduction in the proliferation and survival of ID3‐KO cells when treated with mocetinostat (Figure S1C,D). Reintroduction of ID3 into ID3‐KO cells restored resistance to mocetinostat (Figure S1C,D). Moreover, depletion of either HDAC1 or HDAC2, but not HDAC3 triggers impaired proliferation and survival of ID3‐KO cells (Figure 2C,D). The Knockdown efficiency of HDAC1, HDAC2, and HDAC3 was validated by Western blot analyses (Figure S1E–G). This suggests that targeting HDAC1 or HDAC2 can be effective to eliminate ID3‐deficient tumors.

**FIGURE 2:**
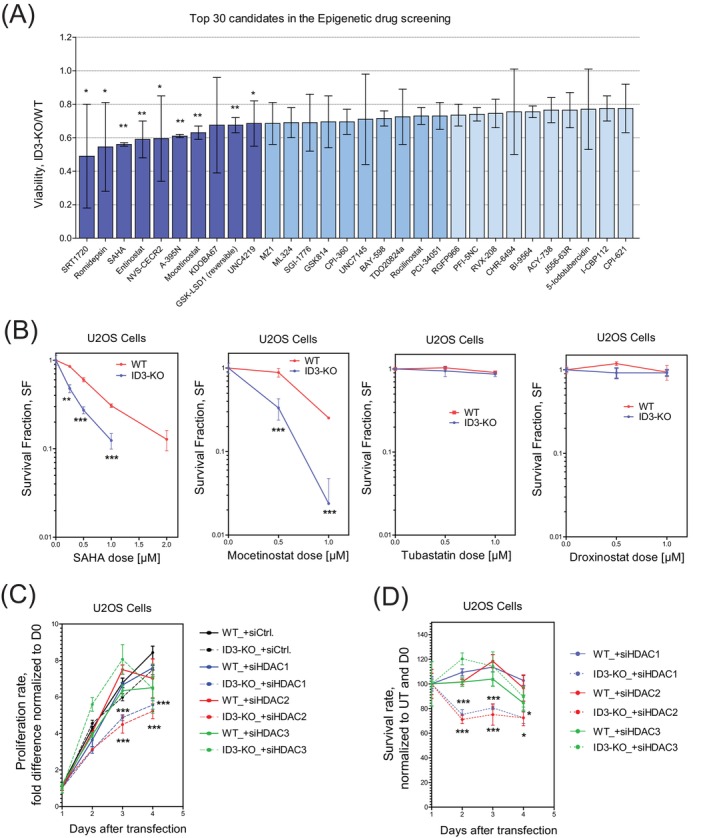
Epigenetic vulnerability screen identifies Class I HDAC dependency. (A) Bar plot showing the top 30 candidates in the Epigenetic drug screening. (B) Clonogenic survival assay of U2OS cells transfected either wild‐type (WT) or ID3‐knockout (ID3‐KO) treated with the indicated dose of HDAC inhibitors. (C, D) Cell viability assay showing the proliferation rate and survival analysis, respectively, of U2OS cells after transfection with the indicated siRNAs. *n* = 3 independent experiments; data are presented as mean ± SD. Student's *t* test was performed. Statistical significance is presented as: *p < .05, **p < .01, ***p < .001, ****p < .0001, ns = not significant.

### 3.3 Class I HDAC inhibition exacerbates DNA damage in ID3‐deficient cells

Higher sensitivity and reduced proliferation of ID3‐depleted cells after treatment with class I HDACi (Figure 2B,C) reflect a critical vulnerability rooted in accumulation of unresolved DNA damage. The analysis of γH2AX foci revealed higher accumulation of DNA damage in ID3‐depleted cells after recovery from mocetinostat treatment compared to WT (Figure 3A), with damage persistence rescued by ID3 reconstitution, confirming ID3's role in mitigating genomic instability.

**FIGURE 3:**
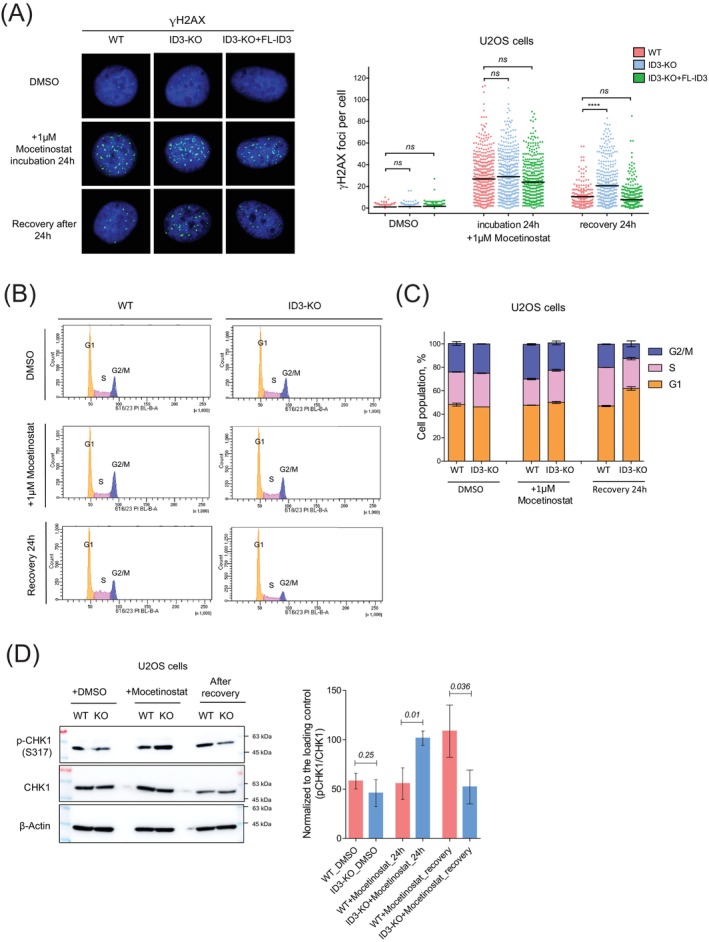
Class I HDAC inhibition exacerbates DNA damage in ID3‐deficient cells. (A) Representative micrographs and quantification of γH2AX foci in U2OS cells following treatment with class I HDACi, ca. 500 cells were counted at indicated time points. Data are presented as mean ± SEM; Student's *t* test was performed. (B, C) Histograms and bar plot showing the distribution of cell populations through the cell cycle phases. *n* = 3, data are presented as mean ± SD; Student's *t* test. (D) Western blot expression analysis of p‐CHK1 in WT and ID3‐KO cells treated with class I HDACi. Box plots showing the quantification of three independent experiments (right panel), data are presented as mean ± SD; Student's *t* test.

The accumulation of unrepaired DSBs in ID3‐KO cells following Class I HDAC inhibition triggered aberrant cell cycle progression, reflecting dual defects in damage signaling and checkpoint control. Mocetinostat‐treated ID3‐KO cells exhibited reduced G2/M phase cells that can be caused by several factors, and the cells accumulated in the G1 phase after 24 h of recovery compared to WT cells (Figure 3B,C), consistent with checkpoint adaptation, a process typically induced by persistent DSBs that allow cells to bypass cell cycle arrest. This was accompanied by reduced phosphorylation of checkpoint kinase 1 (CHK1) at 24 h of recovery (Figure 3D). The diminished CHK1 activation likely accounts for the reduced G2/M population, as CHK1 is required for checkpoint signaling at this stage. The concomitant accumulation of cells in G1 may be partially explained by progression from G2/M into G1, where they subsequently arrest. However, the potential involvement of CHK2, the kinase primarily mediating the G1 checkpoint in response to DSBs, remains unresolved, as we were unable to demonstrate CHK2 phosphorylation by western blot, most likely due to insufficient antibody performance.

### 3.4 HDAC inhibition disrupts ID3‐dependent transcription of cell cycle genes

To delineate the molecular basis of HDACi‐induced synthetic lethality in ID3‐deficient cells, we analyzed transcriptional changes following mocetinostat treatment. 

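RNA was sequenced from WT and ID3-KO AID-DIvA cells, a U2OS osteosarcoma line that carries the AsiSI restriction enzyme, either untreated or treated with mocetinostat, a class I HDAC inhibitor, for 24 h and then kept for another 24 h in medium without the drug. Each of the 4 groups had 3 biological replicates, and the methods give no mocetinostat dose for this experiment. The libraries were stranded total RNA libraries read in pairs. The authors aligned the reads to hg19/GRCh37 with STAR and deposited the fragments that featureCounts assigned to each of 57820 genes, without normalization. The gene identifiers carry version numbers of another form than the v.29 lift 37 annotation named in the methods. Total counts per library ran from 37878751 to 69381734 in treated KO cells (median 47950399), from 54727371 to 76906266 in untreated KO cells (median 60586762), from 44530742 to 55617299 in treated WT cells (median 55475712) and from 50919711 to 64695318 in untreated WT cells (median 59820192). The treatment field of the deposited labels contradicts the sample titles for these 12 libraries, and the titles were followed because Table S6 lists the samples under those names. The paper checked the ID3 knockout by Western blot, at the protein level. In the RNA, ID3 (ENSG00000117318.8, chromosome 1, 23884409 to 23886285) was counted in every library. Its counts were 1941, 2344 and 2057 in the untreated KO libraries, 2371, 2994 and 3284 in the untreated WT libraries, 2360, 4050 and 3042 in the treated KO libraries and 5462, 5596 and 6801 in the treated WT libraries. After scaling with edgeR's TMM factors, ID3 stood at 33.1 ± 3.55 CPM (SD, n = 3) in untreated KO cells and at 49.0 ± 2.59 (SD, n = 3) in untreated WT cells, and at 62.2 ± 2.32 and 115 ± 14.4 (SD, n = 3 each) after treatment and recovery. The rise with treatment was 0.90 on the log2 scale in KO cells (standard error 0.09, adjusted p = 3.8e-05) and 1.24 in WT cells (standard error 0.08, adjusted p = 9.1e-08, both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each comparison was fitted on its own 6 libraries after edgeR's filter on low counts, and genes were called at an adjusted p below 0.05 and a log2 fold change above 1 or below -1, the thresholds the paper uses.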

The primary focus was to investigate the differential response and recovery mechanisms of ID3‐KO versus WT cells following mocetinostat treatment. To rigorously capture the treatment effects while accounting for baseline differences inherent to each genotype, we compared KO + HDACi samples with untreated KO controls, and analogously WT + HDACi samples to their untreated counterparts. This approach allowed us to account for the steady state of each genotype and avoided confounding effects arising from inherent transcriptional differences between KO and WT cells prior to treatment.

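Before treatment, ID3-KO and WT AID-DIvA cells differed in 936 of the 20441 genes tested, of which 465 were higher and 471 lower in KO cells (adjusted p below 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and a log2 difference beyond 1). ID3 itself was lower in KO cells by a log2 difference of -0.56 (standard error 0.07, adjusted p = 8.4e-06 from the same edgeR test). In the untreated U2OS libraries that belong to the samples collected before recovery, 292 genes were higher and 586 lower in KO cells among 20621 tested. These U2OS counts rested on single libraries: they were 388 and 732 without replicate 1 of the untreated WT cells, and 190 and 372 without replicate 1 of the untreated KO cells. ID3 differed there by a log2 value of -1.03 (standard error 0.17, adjusted p = 0.0065 from the same edgeR test).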

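After treatment and recovery, 997 genes were upregulated and 521 downregulated in ID3-KO cells among the 20362 genes tested, and 986 were upregulated and 512 downregulated in WT cells among 20289 (adjusted p below 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, log2 fold change above 1 or below -1). The choice that moved these counts most was the fold-change threshold: at an adjusted p below 0.05 alone, 4114 genes rose and 4042 fell in KO cells, and 4851 rose and 4661 fell in WT cells. Among genes with an average of at least 1 CPM, the largest decreases in KO cells were those of MYOCD (ENSG00000141052.13, chromosome 17, 12569207 to 12672266), from 2.28 ± 0.307 to 0.157 ± 0.0304 CPM, and FAM65B (ENSG00000111913.11, chromosome 6, 24797601 to 25042238), from 3.63 ± 0.157 to 0.284 ± 0.100 (SD, n = 3 per group). MYOCD fell by 3.81 on the log2 scale in KO cells (standard error 0.21, adjusted p = 1.2e-06 from the edgeR test) and fell by 5.42 in WT cells (standard error 0.19, adjusted p = 2.1e-10). FAM65B fell by 3.75 in KO cells, and TNNT2 (ENSG00000118194.14, chromosome 1, 201328136 to 201346890) fell by 3.79 in WT cells. A test of the difference between the responses of KO and WT cells, the genotype by treatment interaction over all 12 libraries, gave 258 of 21265 genes at an adjusted p below 0.05 (edgeR's quasi-likelihood test), 162 with a higher and 96 with a lower response in KO cells. This number rested in part on single libraries and lay between 128 and 298 when each library was left out in turn, with 128 without replicate 1 of the untreated WT cells.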

RNA‐seq revealed distinct dysregulation in ID3‐KO cells post‐recovery, with 838 genes upregulated (adj. *p* < .05, Log2FC >1) and 338 downregulated (adj. *p* < .05, Log2FC < −1), whereas a similar comparison in WT cells revealed that 812 genes were upregulated and 352 genes were downregulated (Figure 4A,B and Tables S3 and S4). 

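The gene ontology terms behind the pathway analysis were not used here, and chemokine, interleukin and other cytokine genes with their receptors, taken as families by gene symbol, were counted among the upregulated genes instead. In ID3-KO cells after recovery, 28 of the 92 family genes tested were upregulated (30.4%), against 4.78% of the other genes, an odds ratio of 8.71 (95% confidence interval 5.35 to 13.9, two-sided Fisher's exact test, p = 2.3e-15, adjusted p = 4.5e-15 over 4 comparisons). In WT cells, 29 of 98 were upregulated (29.6%), against 4.74%, an odds ratio of 8.45 (95% confidence interval 5.25 to 13.3, two-sided Fisher's exact test, p = 1.4e-15, adjusted p = 4.5e-15). Of these genes, 23 were upregulated in both genotypes. Genes are not independent replicates, so these p-values describe the lists. HLA-DRA (ENSG00000204287.9, chromosome 6, 32407619 to 32412823), a major histocompatibility complex class II gene of antigen-presenting cells, rose from 0.0702 ± 0.0471 to 3.78 ± 0.338 CPM in KO cells and from 0.0679 ± 0.0306 to 3.89 ± 0.168 in WT cells (SD, n = 3 per group), log2 fold changes of 5.66 (standard error 0.26, adjusted p = 4.8e-07) and 5.80 (standard error 0.22, adjusted p = 3.0e-10, both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among genes with an average of at least 1 CPM, the largest increase in both genotypes was that of the keratin gene KRT20 (ENSG00000171431.3, chromosome 17, 39032193 to 39041479), which had 239, 307 and 208 counts in the treated KO libraries against 1, 0 and 1 in the untreated ones, and 100, 112 and 130 against 2, 1 and 0 in WT cells. With so few counts before treatment, no fold change is given for KRT20.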

Upregulated genes in both genotypes showed significant enrichment for leukocyte activation, leukocyte migration, and leukocyte proliferation‐related pathways. This common response suggests that HDAC inhibition triggers a conserved immune‐associated transcriptional program independent of ID3 status (Figure S2A,B). 

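Among the 19755 genes tested in both genotypes after recovery, 666 of the 911 genes upregulated in ID3-KO cells were also upregulated in WT cells (73.1%), as were 262 of the 482 downregulated genes (54.4%). Across these genes, which are not independent replicates, the log2 fold changes of KO and WT cells correlated with a Pearson r of 0.866 and a Spearman rho of 0.796, and had the same sign for 82.2% of genes. The KO and WT comparisons share no library. The correlation was most sensitive to genes with few counts, with r at 0.357 when no filter on low counts was applied and at 0.903 over the genes with at least 1 CPM. Of the 245 genes upregulated only in KO cells, 159 also rose in WT cells at an adjusted p below 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 33 had an interaction at that level.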

Pathway analysis of downregulated genes in KO cells identified profound suppression of mitotic cell division, chromosome segregation, and cell cycle regulation, while this transcriptional change in the mentioned pathways was absent in WT cells (Figure 4C,D). This aligns with prior observations of G1 accumulation (Figure 3C) and checkpoint exhaustion (pCHK1 decline), although we acknowledge that these associations are correlative and do not establish causality between proliferation arrest and loss of checkpoint regulators. 

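The gene ontology sets of Figure 4C,D were not used here, and the G2/M phase and S phase gene lists of the Seurat package were tested instead. All 54 G2/M phase genes were tested. In ID3-KO cells after recovery, 21 of them were among the downregulated genes, an odds ratio of 25.2 (2-sided Fisher's exact test, p = 5.9e-20, adjusted p = 1.8e-19 over 3 lists), while in WT cells 3 were, an odds ratio of 2.28 (2-sided Fisher's exact test, p = 0.16, adjusted p = 0.47). Without the fold-change threshold, 52 of the 54 genes were lower in each genotype at an adjusted p below 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the same number when adjusted over the list alone, and 2 were higher in WT cells. The median log2 fold change of the list was -0.92 in KO cells, with genes between -1.38 and 0.08, and -0.65 in WT cells, with genes between -1.26 and 0.14. The shift of the list was tested with camera, a set test on the edgeR fit with a preset correlation between genes, and gave an adjusted p of 3.2e-41 in KO cells and 8.0e-55 in WT cells. The interaction over all 12 AID-DIvA libraries had a median of -0.21 for the list, with 52 of 54 genes falling further in KO cells (camera, adjusted p = 3.7e-16). Of these genes, 3 had an interaction at an adjusted p below 0.05 over all genes and 20 when adjusted over the list alone. These calls also held with fry and with an estimated correlation in place of the preset correlation. With an estimated correlation the adjusted p from camera was 0.0065 in KO cells and 3.7e-04 in WT cells. For the interaction it was 0.0096, and 0.0029 with fry. Genes are not independent replicates, so the p-values of the Fisher tests describe the lists. The 43 S phase genes had a median of -0.04 in KO cells (camera, adjusted p = 0.63) and 0.13 in WT cells (adjusted p = 0.43). Of the 220 genes of any kind called as downregulated in KO cells and not in WT cells, 143 also fell in WT cells at an adjusted p below 0.05 and 7 had an interaction. Their median log2 fold change was -1.13 in KO cells and -0.74 in WT cells, a gap to which the choice of these genes by the threshold contributes. In the other direction, 202 genes were called as downregulated only in WT cells. Of these, 110 also fell in KO cells at an adjusted p below 0.05 and 26 had an interaction.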

Further analyses of cell cycle and division regulation genes revealed a downregulation of 15 key regulators of cell cycle and division, while only 5 genes were downregulated in WT cells (Figure 4E,F). 

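The 15 genes of Figure 4E were all downregulated in ID3-KO cells after recovery, with log2 fold changes between -2.06 and -1.03. In WT cells all 15 were also lower at an adjusted p below 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the same number when adjusted over the list alone, with log2 fold changes between -1.56 and -0.73. The 5 genes of Figure 4F passed the threshold of -1 in WT cells and the other 10 lay between -0.97 and -0.73 there (largest adjusted p 1.8e-06), against values between -1.30 and -1.03 in KO cells. With a threshold of -0.9 in place of -1, 9 of the 15 genes were called in WT cells, and with -0.8, 12 were. The study chose these genes on the same libraries, so the counts are not independent evidence. AURKA (ENSG00000087586.13, chromosome 20, 54944445 to 54967393), which encodes the mitotic kinase Aurora A, fell from 221 ± 8.01 to 104 ± 4.10 CPM in KO cells (SD, n = 3 per group, log2 fold change -1.10, standard error 0.06, adjusted p = 1.0e-06 from the edgeR test) and from 257 ± 5.11 to 153 ± 2.95 in WT cells (log2 fold change -0.73, standard error 0.04, adjusted p = 1.0e-08). In the main fit it was the only gene of the 15 with an interaction at an adjusted p below 0.05 over all genes (log2 value -0.36, standard error 0.07, adjusted p = 0.013 from the edgeR test), and the adjusted p reached 0.054 in 1 of 18 other settings. In those 18 settings PLK1 and PRKCA passed in 3 each, PRKCA with a positive interaction, and CENPE and KIF18A in 1 each. Adjusted over the list alone, 3 of the 15 fell further and 1 fell less in KO cells, and 14 of the 15 had a negative interaction. The exception was PRKCA (ENSG00000154229.7, chromosome 17, 64298754 to 64806861), which fell by 1.07 in KO cells and by 1.48 in WT cells. SYCP2, a Figure 4F gene, was read from few counts, with 0.924 ± 0.427 CPM in treated and 3.97 ± 0.396 in untreated KO cells (SD, n = 3 per group).

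**Figure D1:**
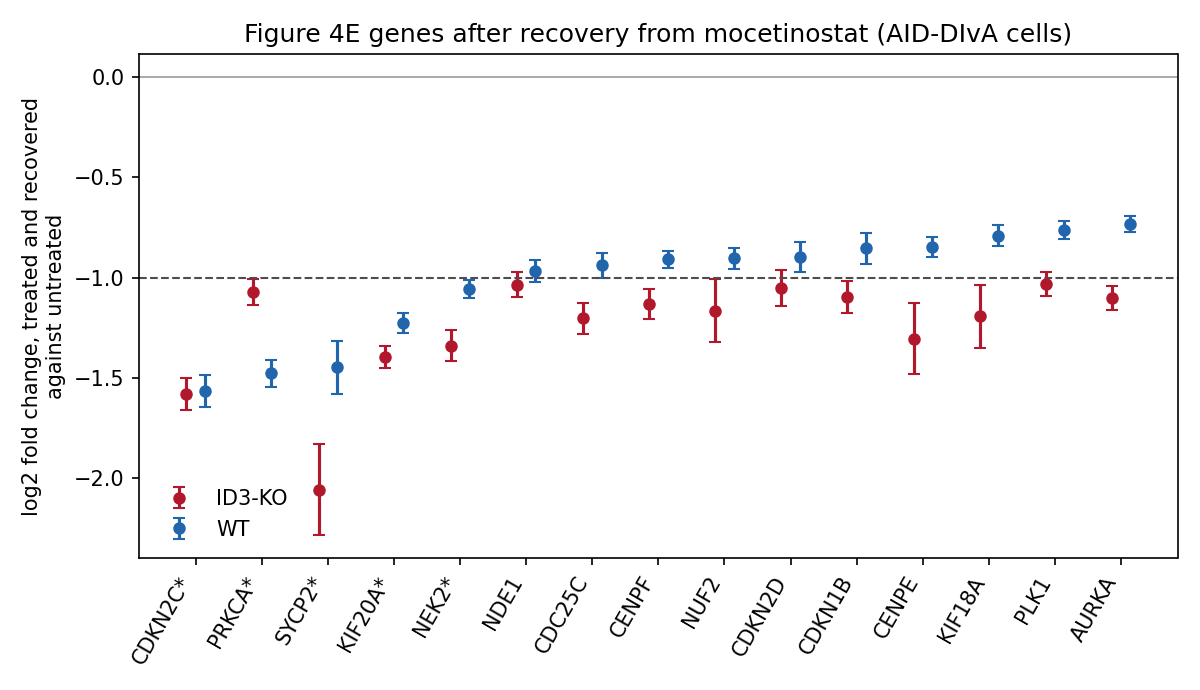
Log2 fold change of the 15 genes of Figure 4E between AID-DIvA cells treated with mocetinostat and recovered and untreated cells, for ID3-KO (red) and WT (blue) cells. Points are estimates from 3 libraries per group, bars are 1 standard error, the dashed line is the threshold of -1 and asterisks mark the genes of Figure 4F; all KO points lie below the line, and 10 WT points lie between it and -0.73.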

For samples collected prior to recovery, pathway analysis of both downregulated and upregulated genes in KO cells revealed enrichment patterns that closely resembled those observed in WT cells (Figure S2C–F). This finding indicates that under acute treatment exposure, both genotypes exhibit similar transcriptional responses, while distinct gene expression differences emerge only after the recovery phase. 

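Samples collected at the end of the 24 h mocetinostat treatment, before recovery, came with their own untreated controls, 3 libraries in each of 4 groups. Their stage was inferred: the deposited description names treatment but no recovery for U2OS cells, and the methods describe a collection before recovery. The deposited labels name U2OS cells for these 12 libraries and AID-DIvA U2OS cells for the libraries after recovery, so the stage and the cell line label cannot be separated. The authors deposited the same kind of fragment counts, and each comparison was fitted as for the libraries after recovery. Total counts per library ran from 50660775 to 62530744 in treated KO cells (median 56054240), from 51122228 to 59275262 in untreated KO cells (median 56376443), from 46285533 to 70496130 in treated WT cells (median 60736727) and from 51754560 to 70692114 in untreated WT cells (median 66049658). ID3 stood at 31.6 ± 1.58 CPM in untreated KO cells, 64.7 ± 16.7 in untreated WT cells, 37.0 ± 5.18 in treated KO cells and 84.9 ± 7.46 in treated WT cells (SD, n = 3 per group), and every KO library was below every WT library. Replicate 1 of the untreated WT cells stood apart from replicates 2 and 3: the chi-square of its counts against theirs was 119 and 105 per gene, against 4.70 between replicates 2 and 3 and at most 31.5 between any other replicates of a group. Treatment changed 4308 genes in KO cells (3086 up and 1222 down of 21176 tested) and 4061 in WT cells (2958 up and 1103 down of 21797), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at the same thresholds. Of the genes tested in both genotypes, 2356 of the 2962 upregulated in KO cells were also upregulated in WT cells (79.5%), as were 751 of the 1177 downregulated (63.8%). Across 20810 genes, which are not independent replicates, the log2 fold changes correlated with a Pearson r of 0.919 and a Spearman rho of 0.876.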

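The genotype by treatment interaction before recovery, tested over the 12 U2OS libraries, was at an adjusted p below 0.05 for 488 of 22647 genes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 249 with a higher and 239 with a lower response in KO cells. A single library decided much of this number: without replicate 1 of the untreated WT cells it was 2126, and without replicate 1 of the untreated KO cells it was 265. Among the genes called in either genotype, 292 of 5261 had an interaction before recovery (5.55%), compared with 127 of 2088 after recovery (6.08%). LMCD1 (ENSG00000071282.7, chromosome 3, 8543393 to 8609805) rose in KO cells (log2 fold change 1.51, standard error 0.06) and fell in WT cells (-0.44, standard error 0.07), an interaction of 1.94 (standard error 0.09, adjusted p = 1.9e-07 from the edgeR test). OASL (ENSG00000135114.8, chromosome 12, 121458095 to 121477045) rose in both, by 3.71 in KO cells and 1.35 in WT cells. ADRA1B and UNC13D had the lowest adjusted p among genes with a negative interaction, -1.52 and -1.67 on the log2 scale. The paper takes the similar pathways of KO and WT cells before recovery as a sign that both genotypes respond alike to acute exposure. It places the emergence of distinct differences only after recovery.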

Taken together, these results indicate that the absence of ID3 leads to the loss of a transcription regulatory axis responsible for mitotic cell division and cell cycle regulation genes under treatment with class I HDACi.

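Before recovery the G2/M phase list had a median log2 fold change of -0.22 in ID3-KO cells and of -0.22 in WT cells, and its interaction had a median of 0.07 (camera, adjusted p = 0.24). The difference between the interactions after and before recovery, fitted over all 24 libraries, had a median of -0.26 for the list, with 50 of 54 genes on the lower side (camera, adjusted p = 3.0e-13), which also held with fry (adjusted p = 1.0e-04) and with an estimated correlation (0.0011). The S phase list, near 0 after recovery, had a median of -0.34 in KO cells and -0.56 in WT cells before recovery (camera, adjusted p = 4.7e-08 and 5.0e-10). With an estimated correlation, this shift passed camera in WT cells (adjusted p = 0.0070) but not in KO cells (0.15). The paper concludes that without ID3 a transcriptional axis that regulates mitotic division genes is lost under class I HDAC inhibition. It draws this from the downregulation of cell cycle and division genes in KO cells and its absence among the enriched pathways of WT cells. It also reports mitotic division among the enriched terms of downregulated proteins in KO and not in WT cells, which were not analysed here.

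**Figure D2:**
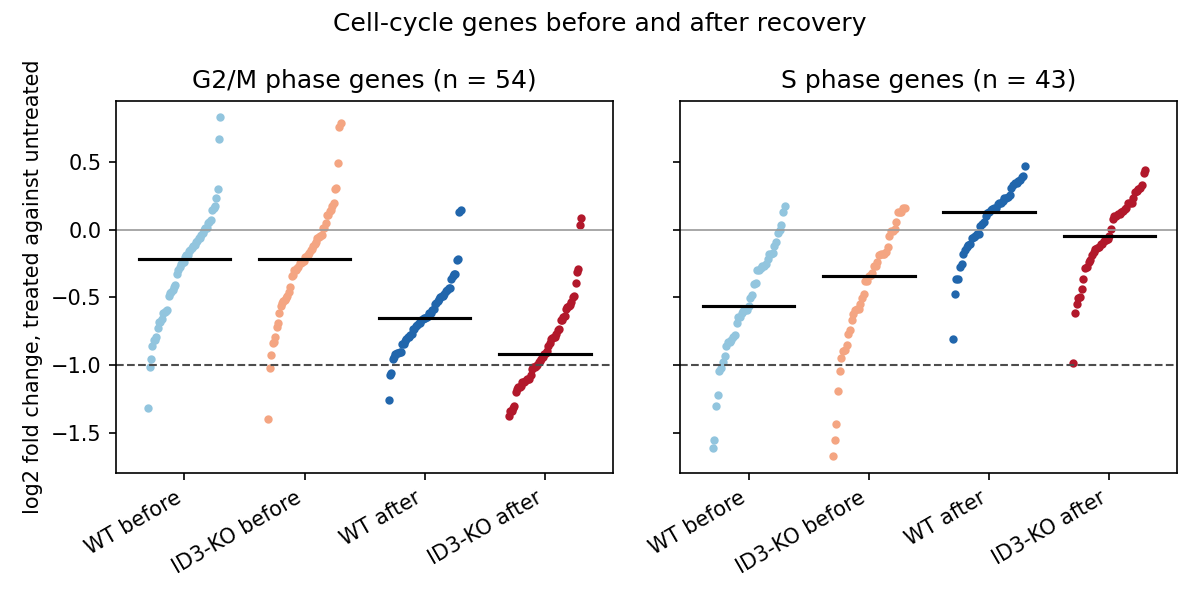
Log2 fold change of each G2/M phase gene (left) and each S phase gene (right) between mocetinostat-treated and untreated cells, in WT and ID3-KO cells before recovery (U2OS) and after recovery (AID-DIvA). Each point is a gene in ascending order, black bars are medians and the dashed line is the threshold of -1; the medians of the G2/M phase list are -0.65 in WT and -0.92 in KO cells after recovery, against -0.22 in both before it.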

**FIGURE 4:**
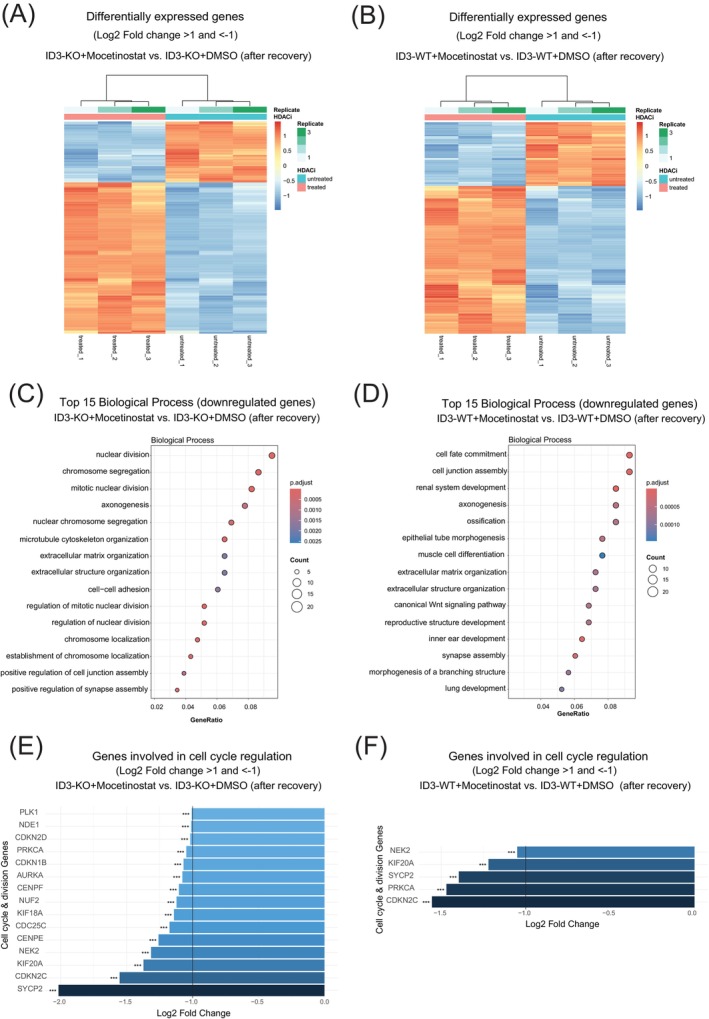
HDAC inhibition disrupts ID3‐dependent transcription of cell cycle genes. (A, B) Heat maps showing HDACi‐induced changes in gene expression in KO and WT, respectively. (C, D) Gene set enrichment analysis of the significantly downregulated genes in KO and WT, respectively, after treatment with class I HDACi. (E, F) Bar plot showing the downregulation of the genes involved in the regulation of cell cycle and division in KO and WT, respectively. *n* = 3 independent experiments; data are presented as mean ± SD, Student's *t* test. Statistical significance is presented as: *p < .05, **p < .01, ***p < .001, ****p < .0001, ns = not significant.

To further confirm the molecular basis of HDACi‐induced synthetic lethality at the protein level, we performed global proteomic profiling of ID3‐KO and WT cells post‐mocetinostat treatment. ID3‐KO cells exhibited pronounced dysregulation, with 174 proteins upregulated and 51 downregulated (adj. *p* < .05, Log2FC >1), compared to modest changes in WT cells with 70 proteins upregulated and 39 proteins downregulated (Figure S3A,B). Downregulated proteins in KO cells were enriched for mitotic cell division and DNA metabolic processes, which were not enriched in WT cells (Figure S3C,D). This suppression mirrors transcriptomic deficits in cell cycle genes (Figure 4E) and aligns with prior observations of G1 arrest (Figure 3C) and checkpoint collapse (pCHK1 decline), confirming ID3's role in sustaining proliferative and repair machinery under epigenetic stress. Upregulated proteins in both genotypes showed significant enrichment for several immune‐related pathways (Figure S3E,F). This indicates that HDACi broadly activates immune pathways through histone hyperacetylation, independent of ID3 status.

## 4 DISCUSSION

Several studies, including our own, demonstrated the involvement of ID3 in the regulation of the DNA damage response.^12^, ^13^, ^14^ Loss of ID3 leads to genomic instability and reduced chromatin binding of key DSB repair factors such as NBS1, RAD50, and RECQL following induction of DNA damage.^14^ Our previous analyses revealed DNA damage‐induced interactions of ID3 with several chromatin modifiers (belonging to GO:0071103 DNA conformation change) and altered chromatin accessibility at the promoter regions of DNA repair genes in ID3‐deficient cells.^14^ Moreover, another study reported a repressive effect of ID3 loss on chromatin accessibility in ID3‐null mice, which can be attributed to a possible interaction of ID3 with various specific transcription factors (TFs).^31^ This prompted us to explore whether ID3 regulates chromatin structure and HPTMs at regions flanking DSBs and subsequently promotes DNA repair. Our current study establishes ID3 as a critical regulator of chromatin dynamics at DSB sites, where it facilitates DNA repair by maintaining chromatin accessibility and H3K27ac enrichment, which can subsequently promote the recruitment of DNA repair factors. This is consistent with our previous study that reported ID3 promotes DSB repair by regulating the recruitment of the MRN complex and RECQL helicase under ATM‐dependent phosphorylation of ID3.^14^ These data expand the functions of ATM kinase activity to regulate chromatin accessibility at the DSB via ID3 and reinforce published reports that ATM's role is not restricted only to the recruitment of early‐stage DNA repair factors,^32^ and it is equally important to the chromatin organization during DNA repair.^33^, ^34^, ^35^, ^36^ The observed reduction in chromatin accessibility and H3K27ac levels at DSB sites in ID3‐KO cells suggests a failure to establish a repair‐permissive chromatin state and subsequent reduction in DNA repair efficiency. This defect correlated with delayed recruitment of several key DSB repair factors as well as the accumulation of ID3 itself at the DSB sites observed in previous studies including ours.^13^, ^14^ Accumulation of H3K27ac at DNA damage sites is regulated by several factors, most notably the histone acetyltransferases p300 and CBP. Studies showed that both enzymes are required for histone acetylation at DNA damage sites and for the recruitment and activation of DNA repair proteins.^37^, ^38^ Loss of p300/CBP, or their failure to efficiently locate to DSBs, can lead to decreased H3K27ac and impaired DNA repair. 

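EP300 (ENSG00000100393.9, chromosome 22, 41487790 to 41576081), which encodes p300, stood at 139 ± 2.69 CPM in untreated ID3-KO AID-DIvA cells and 136 ± 3.10 in untreated WT cells (SD, n = 3 per group), a log2 difference of 0.03 (standard error 0.04, adjusted p = 0.63 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CREBBP (ENSG00000005339.8, chromosome 16, 3775055 to 3930727), which encodes CBP, stood at 181 ± 2.50 and 182 ± 5.96, a log2 difference of -0.01 (standard error 0.04, adjusted p = 0.92 from the same edgeR test). In untreated U2OS cells the differences were 0.26 for EP300 (standard error 0.29) and 0.23 for CREBBP (standard error 0.22), within the spread between replicates (adjusted p = 0.59 and 0.53 from the same edgeR test), and without replicate 1 of the untreated WT cells they were -0.04 and -0.01 (adjusted p = 0.395 and 0.785).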

Our current data do not demonstrate transcriptional downregulation of p300/CBP, suggesting that the reduction in H3K27ac is more likely due to failed recruitment or altered activity at DSBs in the absence of ID3, rather than reduced expression. Collectively, we conclude that ID3 is a critical regulator of chromatin dynamics at DSB sites, potentially through modulation of histone acetylation patterns, thereby facilitating efficient DNA repair processes. This can be mediated by DNA damage‐induced interactions of ID3 with several chromatin modifiers identified in our previous study.

These results highlight a critical vulnerability that could be leveraged therapeutically, since ID3 loss is a driver of DNA repair deficiency and genomic instability. This genomic instability creates a dependency on compensatory epigenetic regulators to maintain chromatin homeostasis, a vulnerability that can be targeted with precision. Our findings that ID3 deficiency confers synthetic lethality with Class I HDAC inhibition reveal a novel and actionable therapeutic vulnerability in ID3‐deficient cancers. The specificity of this effect to ID3‐deficient cells is underscored by the observation that reconstitution of ID3 rescues sensitivity to HDAC inhibitor (HDACi), highlighting a unique dependency in tumors with low ID3 expression. These results extend previous work demonstrating the role of ID3 in maintaining genome stability.

This vulnerability can be explained by several mechanisms, for example, it may arise from compounded defects in chromatin remodeling and DNA repair. ID3‐KO cells exhibit compromised chromatin accessibility and reduced H3K27 acetylation, defects that are exacerbated by additional chromatin remodeling disruptions following HDAC1/2 inhibition. While HDACi typically increase global histone acetylation and promote chromatin decompaction, their effects at DSB sites can be context‐dependent. Notably, published reports showed that HDACi inhibit several acetyltransferases involved in DNA repair, which are critical for maintaining local histone acetylation at DSBs to establish an accessible chromatin state required for efficient repair.^39^ Consequently, HDAC1/2 inhibition in ID3‐KO cells can alter chromatin organization, potentially causing aberrant local chromatin compaction or impaired accessibility near break sites, thereby collapsing DSB repair and leading to catastrophic accumulation of unrepaired breaks. Further investigation of chromatin accessibility at DSB sites in ID3‐KO after HDAC inhibition is warranted.

Another possible explanation for our findings is the involvement of HDAC inhibition in the inactivation of NHEJ, which triggers synthetic lethality in the context of the established HR deficiency in ID3‐KO cells. Published studies confirm that ID3‐deficient cells display pronounced defects in HR with additional impairment of NHEJ, though NHEJ activity is not completely abolished.^13^, ^14^ As a result, ID3‐deficient cells are highly sensitive to agents that induce DSBs due to persistent DNA lesions and genomic instability in the absence of efficient repair pathways. Importantly, inhibition or depletion of HDAC1/2 has been associated with impaired NHEJ efficiency, leading to hypersensitivity to DNA‐damaging agents and prolonged DNA‐damage signaling.^40^ Thus, treatment of ID3‐deficient cells with class I HDAC inhibitors further exacerbates their DNA repair deficiency by targeting the residual NHEJ capacity. Mechanistically, synthetic lethality arises in these cells because HR is already compromised due to ID3 loss, and HDAC inhibition effectively abolishes the backup NHEJ pathway, ultimately triggering cell death.

A further possible explanation is supported by our results showing that the accumulation of unrepaired DSBs in ID3‐KO cells following exposure to the class I HDAC inhibitor mocetinostat triggered aberrant cell cycle progression. We observed reduced G2/M populations and G1 arrest after 24 h of recovery from mocetinostat, reflecting dual defects in DNA damage signaling and checkpoint control. As these cells cannot tolerate the persistence of unrepaired DNA lesions, selective cell death in ID3‐deficient populations ensues. The cellular response to DNA damage primarily depends on two distinct kinase signaling pathways: the ATM–CHK2 and ATR–CHK1 cascades. These pathways coordinate mechanistically distinct checkpoint responses that facilitate DNA repair and promote cell survival. The ATM–CHK2 axis predominantly mediates the G1 checkpoint by triggering G1 arrest in response to DSBs, whereas the ATR–CHK1 pathway primarily responds to replication‐associated single‐stranded DNA regions formed during S and G2 phases, thereby mediating G2/M checkpoint activation.^41^ In our study, we attempted to assess CHK2 and ATM activation, but technical challenges related to antibody sensitivity precluded reliable detection of CHK2 and ATM phosphorylation by Western blot. We therefore focused on CHK1 phosphorylation as a readout for G2/M checkpoint activation consistent with the reduced G2/M fraction observed in mocetinostat‐treated ID3‐KO cells after 24 h of recovery compared to WT cells. The accumulation of cells in G1 can be partially explained by progression from G2/M into G1, where they subsequently arrest. Nonetheless, ATM–CHK2 signaling contributes critically to DSB‐induced checkpoint control and G1 accumulation in this context, and the lack of robust phospho‐ATM/CHK2 detection in our setting represents a technical limitation that should be addressed in future work using optimized phospho‐specific assays.

The observed cell cycle defects explain the reduced proliferation rate, positioning checkpoint collapse as a key driver of synthetic lethality in ID3‐depleted cells treated with HDACi. This selective vulnerability resembles the synthetic lethality observed between class I HDAC inhibition and BRCA1 deficiency, where HDACi treatment similarly induces oxidative stress and DNA damage that preferentially kills BRCA1‐deficient cancer cells with defective HR repair.^42^ Noteworthy, in tumors harboring BRCA1 mutations, HDACi have been shown to downregulate key DNA repair factors, leading to accumulation of unrepaired DSBs and cancer cell death, while sparing normal cells.^42^ However, unlike the study in BRCA1‐deficient cells, our transcriptomic analysis in ID3‐KO cells treated with HDACi did not reveal downregulation of DNA repair genes, suggesting that the impact of HDAC inhibition on DNA repair gene expression is context‐dependent and varies with the genetic background.

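For DNA repair genes, a list of 70 double-strand break repair genes, written from general knowledge of the repair pathways, was tested in the AID-DIvA cells after recovery. Its median log2 fold change was -0.09 in ID3-KO cells, with genes between -0.69 and 0.50 (camera, adjusted p = 0.15), and 0.01 in WT cells, with genes between -0.52 and 0.49 (adjusted p = 0.74). No gene of the list passed the thresholds for a downregulated gene in either genotype, while 15 were lower and 7 higher at an adjusted p below 0.05 in KO cells, and 15 lower and 11 higher in WT cells (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Adjusted over the list alone, 12 were lower and 5 higher in KO cells, and 15 lower and 11 higher in WT cells. The interaction of the list had a median of -0.13, lower in 60 of 70 genes (camera, adjusted p = 2.7e-04). It did not pass with fry (0.088) or an estimated correlation (0.20). Before recovery the list had a median of -0.23 in KO cells and -0.21 in WT cells (camera, adjusted p = 8.9e-04 and 6.2e-04). With an estimated correlation these were 0.15 and 0.085, while fry passed (adjusted p = 6.8e-05 and 9.5e-04). Again no gene passed the thresholds for a downregulated gene. At an adjusted p below 0.05 alone, 43 genes were lower and 10 higher in KO cells (edgeR's quasi-likelihood test). In WT cells 30 were lower and 3 higher.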

Consistent with prior studies demonstrating ID3's role in regulating cell cycle progression and mitotic fidelity,^43^, ^44^ our data reveal that loss of ID3 combined with class I HDAC inhibitor treatment leads to profound transcriptional suppression of genes involved in mitotic division, chromosome segregation, and cell cycle control. These transcriptional alterations align with observed phenotypes of G1 cell cycle arrest and checkpoint exhaustion, providing a coherent mechanistic framework linking ID3 deficiency to the loss of a transcription regulatory axis responsible for mitotic cell division and cell cycle regulation genes under treatment with class I HDACi. The early alterations in gene expression and impaired DNA repair capacity in ID3‐depleted cells, occurring within 48 h from treatment initiation with class I HDACi, precede and likely drive the eventual synthetic lethality.

Our findings support a model in which ID3‐deficient tumor cells exhibit heightened vulnerability to dual impairment of DSB repair mechanisms and subsequent checkpoint collapse. This vulnerability provides a strong rationale for employing HDAC inhibitor‐based therapeutic strategies in tumors deficient in ID3. Support for this concept is reflected in the observed correlation between ID3 loss and downregulation of HR genes in TCGA datasets,^14^ implying that HDAC1/2 inhibitors could effectively target ID3‐low tumors in a similar manner as PARP inhibitors induce vulnerabilities in BRCA‐mutant cancers. This strategy capitalizes on the dual role of ID3 in chromatin remodeling and transcriptional regulation, exploiting tumors that are already primed for catastrophic repair failure and synthetic lethality upon HDAC inhibition.

Our work positions ID3 as a linchpin coordinating chromatin accessibility and distribution of active histone marks at DSBs. The synthetic lethality of ID3 loss and HDAC1/2 inhibition offers a precision medicine strategy for ID3‐deficient malignancies while highlighting the broader role of chromatin dynamics in mediating repair pathway choice. Future studies should explore in vivo efficacy and combinatorial approaches to maximize therapeutic impact.

## AUTHOR CONTRIBUTIONS

**Giuditta Della Corte:** Conceptualization; investigation; formal analysis; methodology; data curation; visualization; software. **Hossam Eldesouky:** Methodology; validation; investigation; formal analysis. **Julia Puchan:** Validation. **Sercan Öz:** Validation. **Elena Everatt:** Data curation; formal analysis. **Ashish Goyal:** Resources; methodology. **Gianluca Sigismondo:** Formal analysis; resources. **Udo Oppermann:** Resources; methodology. **Christoph Plass:** Writing – review and editing. **Dieter Weichenhan:** Writing – review and editing; formal analysis; methodology. **Ali Bakr:** Writing – original draft; writing – review and editing; project administration; supervision; funding acquisition; conceptualization.

## FUNDING INFORMATION

This work is funded by The German Cancer Research Center (DKFZ) and a Grant from the German Research Foundation (DFG, project number 429192355 to A.B.). Research in the U.O. laboratory was supported through funding from Cancer Research UK, the Leducq Epigenetics of Atherosclerosis Network (LEAN) program grant from the Leducq Foundation, and the Myeloma Single Cell Consortium. Research in the G.S. laboratory and mass spectrometry analyses were funded by the German Research Foundation (DFG, project number 446166464).

## CONFLICT OF INTEREST STATEMENT

The authors declare no conflicts of interest.

## Supporting information

**Table S1.** Sequences of oligonucleotides.

**Table S2.** Results of epigenetic drug screening.

**Table S3.** Differentially expressed genes after recovery from HDACi (KO_TvsUT).

**Table S4.** Differentially expressed genes after recovery from HDACi (WT_TvsUT).

**Table S5.** ATAC‐seq sequencing coverage and quality statistics.

**Table S6.** RNA‐seq sequencing coverage and quality statistics.

**Figure S1.** ID3 regulates chromatin accessibility and histone modifications at DSBs.
**Figure S2.** Epigenetic vulnerability screen identifies Class I HDAC dependency.
**Figure S3.** Class I HDAC inhibition exacerbates DNA damage in ID3‐deficient cells.

## Data Availability

High‐throughput sequencing data generated in this study have been deposited to Gene Expression Omnibus (GEO) under the accession numbers GSE301513 and GSE301514. The mass spectrometry proteomics data are available via ProteomeXchange Consortium via the PRIDE^1^ partner repository with the dataset identifier PXD069605. Further information is available from the corresponding author upon request.

# Supplementary material for: ID3 deficiency alters chromatin accessibility at DSB sites and enhances vulnerability to HDAC inhibition
**Source:** Int J Cancer. 2026 Feb 24;158(12):3173–86. doi: 10.1002/ijc.70400

## Supplementary Material for

### **ID3 Deficiency Alters Chromatin Accessibility at DSB Sites and Enhances Vulnerability to HDAC Inhibition**

Giuditta Della Corte, Hossam Eldesouky, Julia Puchan, Sercan Öz, Elena Everatt, Ashish Goyal, Gianluca Sigismondo, Udo Oppermann, Christoph Plass, Dieter Weichenhan and Ali Bakr

#### **Table of contents:**

Figure S1: ID3 regulates chromatin accessibility and Histone Modifications at DSBs.

Figure S2: Epigenetic Vulnerability Screen Identifies Class I HDAC Dependency.

Figure S3: Class I HDAC Inhibition Exacerbates DNA Damage in ID3-Deficient Cells.

Table S1: Oligonucleotides

Table S2: Results of epigenetic Drug Screening

Table S3: Differentially expressed genes after recovery from HDACi (KO\_TvsUT)

Table S4: Differentially expressed genes after recovery from HDACi (WT\_TvsUT)

Table S5: ATAC-seq Sequencing Coverage and Quality Statistics

Table S6: RNA-seq Sequencing Coverage and Quality Statistics

All supplementary tables are available in separate excel files.

**Figure S1: ID3 regulates chromatin accessibility and Histone Modifications at DSBs.** (A & B) Western blot expression analysis of ID3 in WT and ID3-KO cells. (C & D) Cell viability assay showing the proliferation rate and survival analysis, respectively, of WT, ID3-KO cells and ID3-KO cells transduced with ID3 expressing vector, n=3 data are presented as mean  $\pm$ SD, Student's t test (right panel). (E-G) Western blot expression analysis of HDAC1, HDAC2, and HDAC3 in WT and ID3-KO cells treated with the indicated siRNAs.

**Figure S2: Epigenetic Vulnerability Screen Identifies Class I HDAC Dependency.** (A & B) Gene set enrichment analysis of the significantly upregulated genes in KO and WT, respectively, after recovery from treatment with class I HDACi. n=3 independent experiments. (C & D) Gene set enrichment analysis of the significantly downregulated genes in KO and WT, respectively, before recovery from treatment with class I HDACi. n=3 independent experiments. (E & F) Gene set enrichment analysis of the significantly upregulated genes in KO and WT, respectively, before recovery from treatment with class I HDACi. n=3 independent experiments.

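Among the downregulated genes before recovery with an average of at least 1 CPM, LINC00452 (ENSG00000229373.4, chromosome 13, 114586640 to 114626485) and ACKR3 (ENSG00000144476.5, chromosome 2, 237476430 to 237491001) had the lowest log2 fold changes in ID3-KO cells, -4.19 (standard error 0.07, adjusted p = 1.2e-21) and -3.97 (standard error 0.08, adjusted p = 2.3e-21, both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In WT cells these were SYT8, at 3, 1 and 0 counts in the treated libraries against 150, 169 and 91 in the untreated ones, and HTR2A, with a log2 fold change of -4.74. Of the 426 genes downregulated only in KO cells, 413 had the same direction in WT cells and 33 had an interaction at an adjusted p below 0.05 from the edgeR test.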

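Before recovery, 41 of the 99 cytokine and cytokine receptor family genes tested were upregulated in ID3-KO cells (41.4%), against 14.4% of other genes (odds ratio 4.19, 95% confidence interval 2.73 to 6.37, 2-sided Fisher's exact test, p = 7.4e-11, the same after adjustment over 4 comparisons). In WT cells 49 of 112 were upregulated (43.8%), against 13.4% of other genes (odds ratio 5.02, 95% confidence interval 3.38 to 7.43, 2-sided Fisher's exact test, p = 5.2e-15, adjusted p = 7.0e-15), and 40 genes were upregulated in both. With an average of at least 1 CPM, the genes with the largest increase in WT cells were CSF3 (ENSG00000108342.8, chromosome 17, 38171614 to 38174066), which encodes a granulocyte colony-stimulating factor, at 159, 117 and 211 counts in the treated libraries against 0, 1 and 0 in the untreated ones, and ENSG00000250584.2, at 6.04 ± 0.439 CPM in the treated and 0.0160 ± 0.0146 CPM in the untreated libraries (SD, n = 3 per group). No fold change is given for either because of the few counts before treatment. In KO cells they were ENSG00000263567.1 and MIR7-3HG, which had no count in the untreated KO libraries and stood at 2.55 ± 0.400 and 2.13 ± 0.219 CPM after treatment (SD, n = 3).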

**Figure S3: Class I HDAC Inhibition Exacerbates DNA Damage in ID3-Deficient Cells.** (A & B) Volcano plots showing up- and downregulated protein expression in WT and ID3-KO cells, respectively, treated with class I HDACi. (C & D) GO pathway analysis showing the top 10 enriched GO pathways of downregulated proteins in WT and ID3-KO cells, respectively, treated with class I HDACi. (E & F) GO pathway analysis showing the top 10 enriched GO pathways of upregulated proteins in WT and ID3-KO cells, respectively, treated with class I HDACi.

(A)

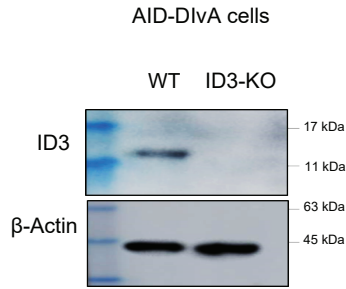

(B)

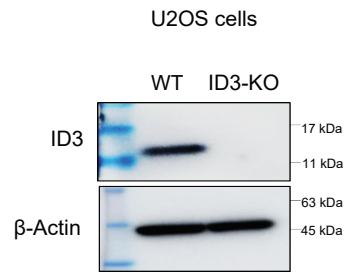

(C)

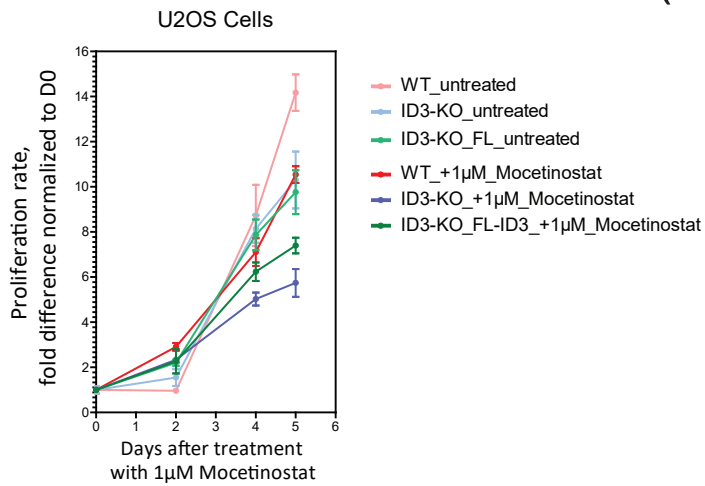

(D)

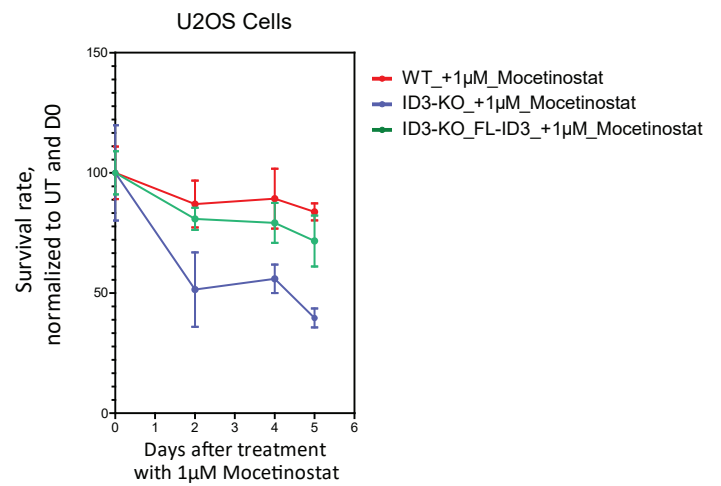

(E)

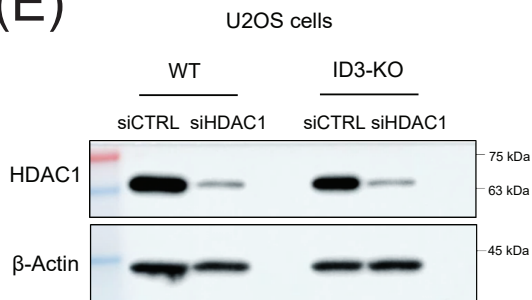

(F)

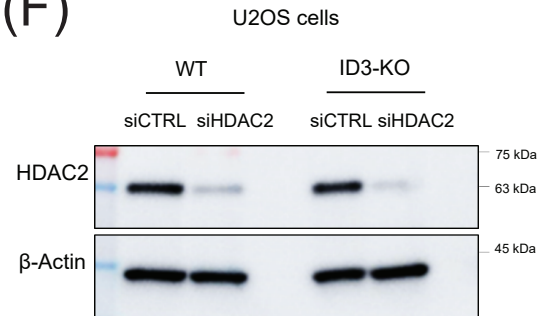

(G)

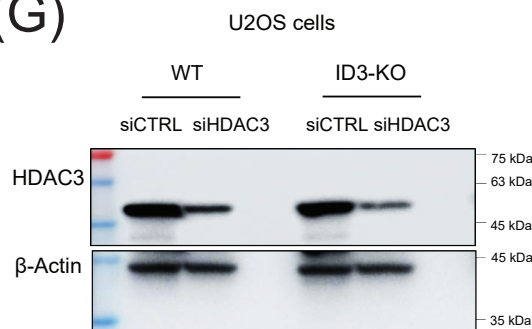

# Figure S2

(A) Top 15 Biological Process (upregulated genes)  
ID3-KO+Mocetinostat vs. ID3-KO+DMSO (after recovery)

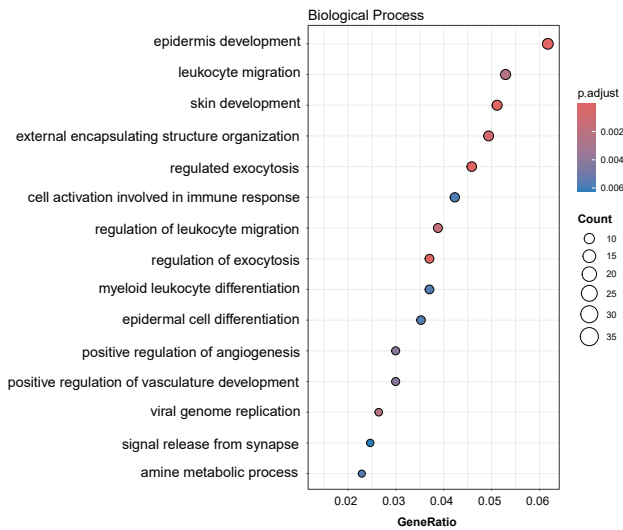

(B) Top 15 Biological Process (upregulated genes)  
ID3-WT+Mocetinostat vs. ID3-WT+DMSO (after recovery)

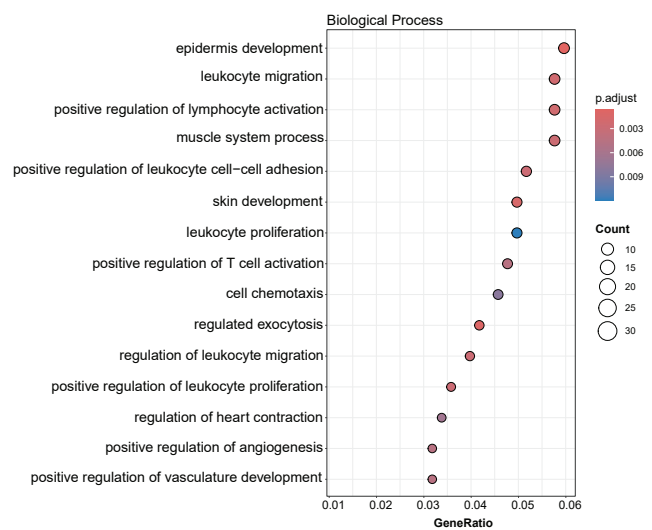

(C) Top 15 Biological Process (downregulated genes)  
ID3-KO+Mocetinostat vs. ID3-KO+DMSO (before recovery)

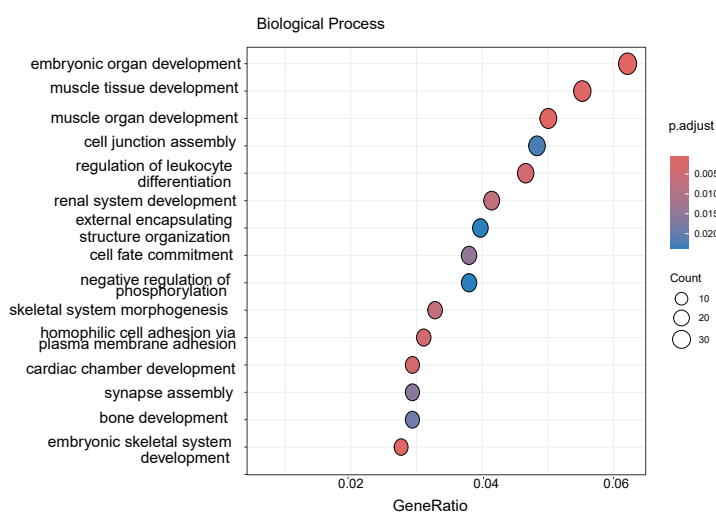

(D) Top 15 Biological Process (downregulated genes)  
ID3-WT+Mocetinostat vs. ID3-WT+DMSO (before recovery)

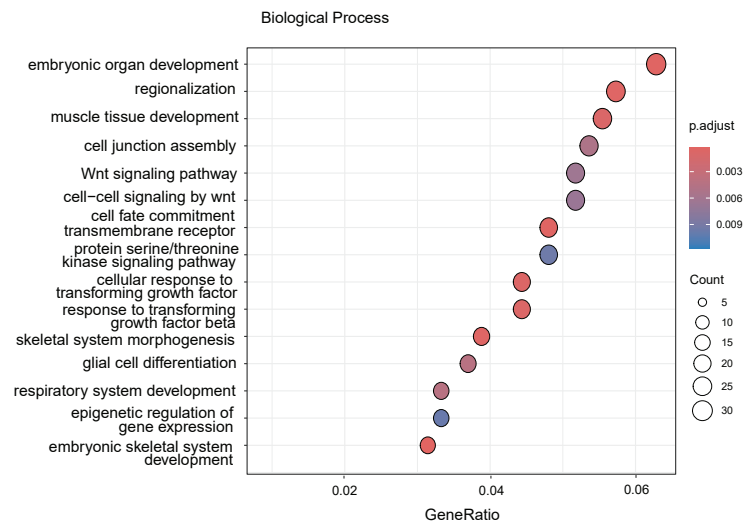

(E) Top 15 Biological Process (upregulated genes)  
ID3-KO+Mocetinostat vs. ID3-KO+DMSO (before recovery)

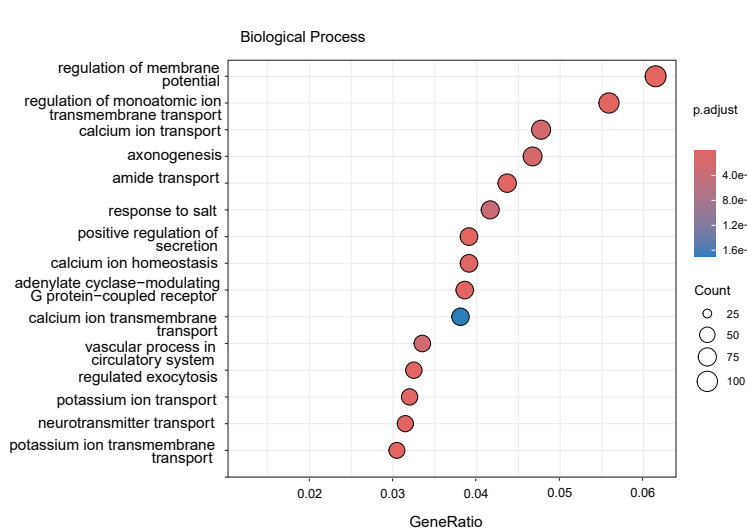

(F) Top 15 Biological Process (upregulated genes)  
ID3-WT+Mocetinostat vs. ID3-WT+DMSO (before recovery)

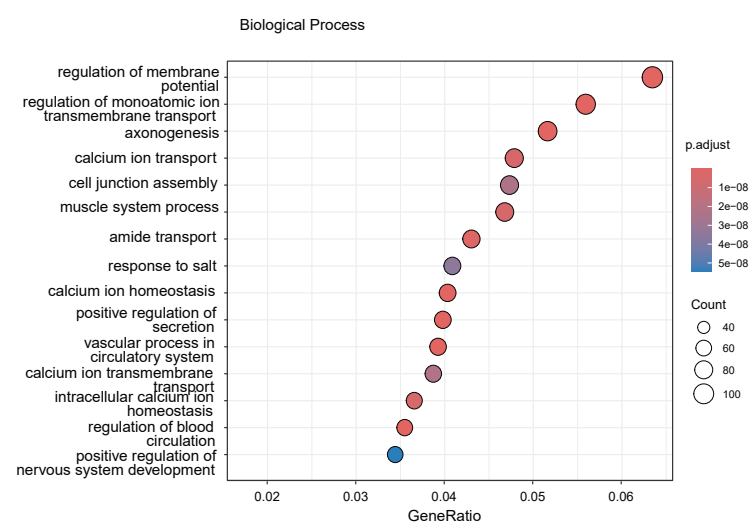

Figure S3

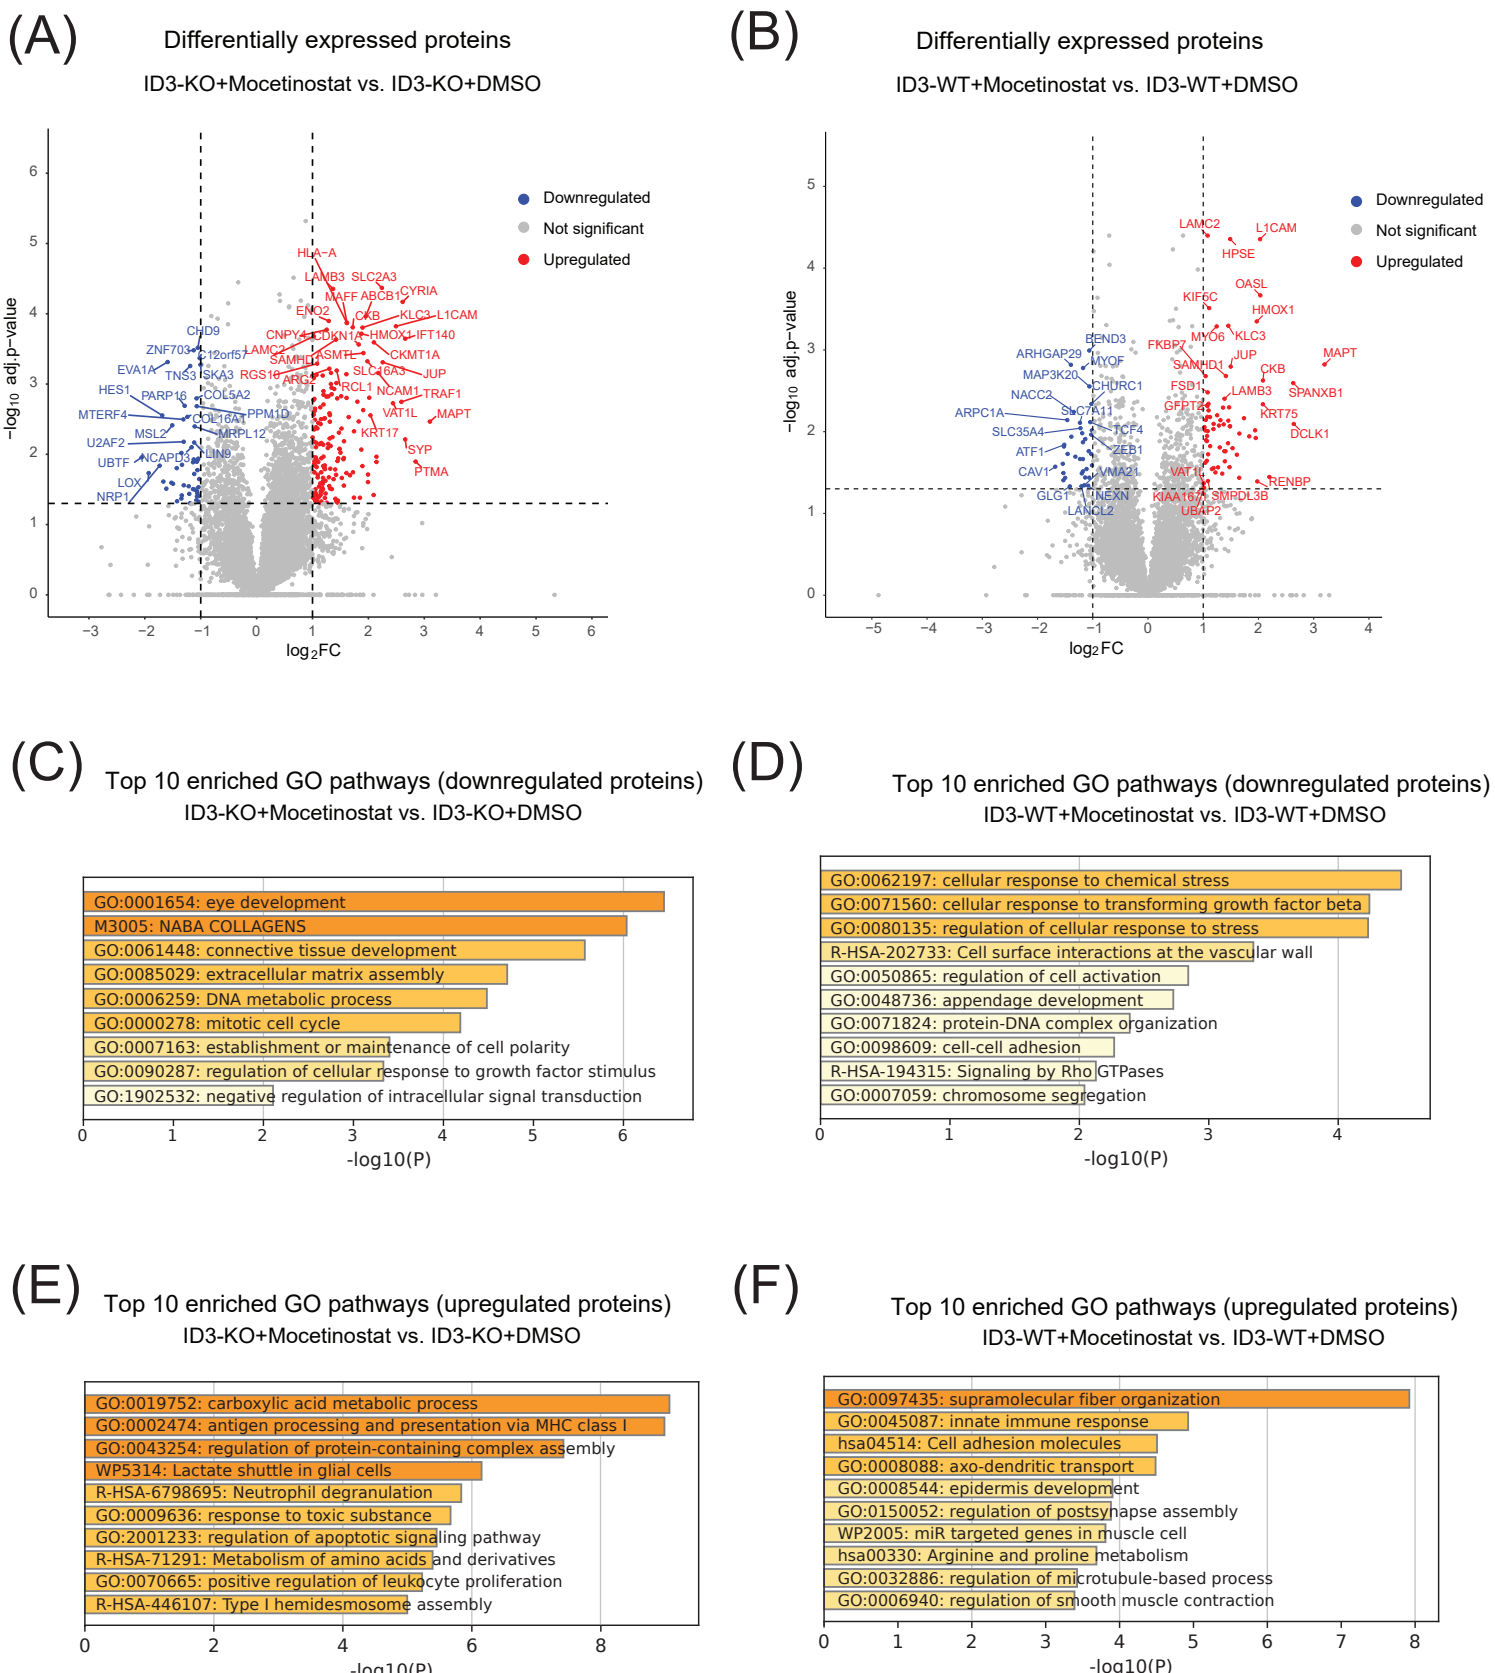

**Supplement:** Supplementary file 7 — Figure S1. ID3 regulates chromatin accessibility and histone modifications at DSBs. Figure S2. Epigenetic vulnerability screen identifies Class I HDAC dependency. Figure S3. Class I HDAC inhibition exacerbates DNA damage in ID3‐deficient cells.

How the deposited data were processed for this re-analysis (not part of the article)

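Gene expression was measured by RNA-seq in 24 libraries, 3 biological replicates in each of 8 groups. AID-DIvA U2OS cells, WT and ID3-KO, were untreated or treated with mocetinostat for 24 h and recovered for 24 h. U2OS cells, WT and ID3-KO, were untreated or treated for 24 h and collected before recovery, a stage inferred from the deposited description and the methods. The stage and the cell line label therefore coincide. For the AID-DIvA libraries the treatment field of the labels contradicts the sample titles, and the titles were used because the paper's Table S6 lists the samples under those names.

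The authors prepared stranded total RNA libraries, sequenced them in pairs, aligned the reads to hg19/GRCh37 with STAR in the Roddy RNA-seq workflow and counted fragments per gene with featureCounts. They deposited the counts per gene of each library without normalization or pooling, for 57820 genes, both from either strand and by strand. The counts from either strand were used, because their means per gene lie close to the base means of the paper's Tables S3 and S4 gene by gene: the 5th to 95th percentiles of the ratio were 0.9966 to 0.9989 in KO cells and 0.998 to 0.9987 in WT cells, against 0.6239 to 1.1592 and 0.3675 to 1.1238 for counts of the reverse strand, which were an alternative. The medians of the ratio were near 1 for both. Coordinates are those of the deposited counts.

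Total counts lay between 37878751 and 76906266 per library after recovery and between 46285533 and 70692114 before it. At these depths sampling noise is small for most genes, and the spread between the 3 replicates sets the precision. A gene with a mean below 1 CPM rests on few counts.

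The counts were analysed in R 4.3.3 with edgeR 4.0.16: TMM normalization, filterByExpr, a robust quasi-likelihood fit and Benjamini-Hochberg adjustment over the genes tested. Genes were called at an adjusted p below 0.05 and a log2 fold change above 1 or below -1, and interactions at an adjusted p below 0.05. Each treatment comparison, and the comparison of untreated KO and WT cells, used its own 6 libraries. The genotype by treatment interaction used the 12 libraries of a stage, and the difference between the interactions used all 24. Standard errors are the log2 fold change divided by the square root of the quasi-likelihood F. Values in CPM, counts scaled to the library total, use TMM factors over the 12 libraries of a stage. Replicates of a group differed by more than sampling noise in every pair.

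Gene lists were tested with camera and fry of limma 3.58.1, with adjustment over 3 lists within a comparison: the G2/M phase and S phase lists of Seurat 5.3.0 (54 and 43 genes) and 70 double-strand break repair genes listed by hand. Figure 4E shares 6 of its 15 genes with the G2/M phase list, and the S phase and repair lists share 3. Cytokine families were tested with a 2-sided Fisher's exact test over tested genes with a symbol. The named genes were those the paper names for these data, the genes with the most extreme fold changes of each treatment comparison (at least 1 CPM on average, no overlap between groups) and the genes with the smallest adjusted p of each interaction.

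The alternatives were DESeq2 1.42.0, DESeq2 with apeglm 1.24.0 shrinkage, DESeq2's size factors in edgeR, no filter on low counts, at least 10 counts in every library, all 4 groups of a cell line in one fit, no fold-change threshold, a test against a fold of 1.5, the replicate number as a block, each library left out in turn, and other set tests, backgrounds and thresholds. These, the tests described above, the gene lists and the rule for named genes were chosen before the data were examined. The reverse-strand counts and DESeq2 with shrinkage on unfiltered genes were added after seeing the data. So were the tests of technical explanations that are marked below as chosen only after the result was seen. The steps were tested on simulated counts, with changes of 1.5 on the log2 scale in well-counted genes and calls at an adjusted p below 0.05 alone. For KO cells after recovery (20362 genes) 99.5% were recovered, and 99.5% for the interaction after recovery (21265 genes). Of the calls, 9.93% and 3.61% were false, the first above the 0.05 set for the adjusted p. Before recovery 96% were recovered for WT cells and 95.5% for the interaction, with 6.55% and 4.55% of calls false. Of the 258 interactions found after recovery, 66 were beyond 1 on the log2 scale, so the recovery of weaker ones was not covered.

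Gene ontology terms were not used here, and the ATAC-seq, ChIP, drug screen, Western blot and proteome experiments were not analysed here.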

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

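The tests of library size, GC content, gene length and shared reads, of the library apart from its replicates, and of other assignments of genotype for the G2/M phase list were chosen only after the result was seen.

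The responses of ID3-KO and WT cells differed for 258 genes after recovery, 488 genes before recovery, and 143 genes when the interactions of both stages were compared. After recovery, 3 of 100 assignments of genotype to the libraries within each treatment, the real one included, gave as many genes, and before recovery 5 of 100 did. Of the assignments that gave as many genes, the real ones apart, 2 after and 4 before recovery exchanged the genotype of most libraries within a single treatment, which turns the difference between the genotypes into an interaction. The 85 assignments per stage that exchanged libraries in both treatments gave at most 0 genes after and 1 before recovery (170 to 3153 and 259 to 1295 at an unadjusted p below 0.05), but in these the difference between the genotypes adds to the spread within groups, so neither kind of assignment is a clean test of chance. With all 12 AID-DIvA libraries thinned to the smallest total, 214 genes had an adjusted p below 0.05 (edgeR's quasi-likelihood test), 198 of them among the 258, which argues against library size as the cause. The larger number before recovery does not come from the untreated WT U2OS library that stood apart, since 2126 genes had an interaction without it, while 265 had one without replicate 1 of the untreated KO U2OS cells. After recovery 128 had one without replicate 1 of the untreated WT AID-DIvA cells. The stages share 0 cell line labels, so a difference between cell lines or batches and a difference in recovery cannot be told apart, for the 143 genes as well.

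The G2/M phase list fell further in KO than in WT cells after recovery, with a median interaction of -0.21, lower in 52 of 54 genes. Several technical explanations are argued against. With thinned libraries the median was -0.21066. Of 10000 random lists matched on expression, GC content and length, 0 had a median as low. A higher level before treatment is argued against by a median difference of -0.26 between treated KO and treated WT cells, lower in 47 genes, while the untreated cells differed by -0.03. That direct difference passed camera and fry (adjusted p = 8.1e-08 and 0.0056) but not camera with an estimated correlation (0.098). Of 100 assignments of genotype, 9, the real one included, gave a median as far from 0. The 8 others kept the treated libraries in their groups and with them the difference between treated KO and treated WT cells, so they say nothing about chance. Of the 91 assignments that exchanged treated libraries, the largest median had a size of 0.168. The 6 treated libraries allow only 10 splits, so these assignments cannot decide whether the treated libraries were grouped by chance. Set tests on the spread between replicates did pass for the interaction of the list. The adjusted p was 3.7e-16 with camera, 0.0029 with fry and 0.0096 with camera and an estimated correlation. A slower recovery of mitotic genes in KO cells stays among the open explanations, as untested. So does a smaller share of cells in G2/M phase, which the paper reports for treated KO cells after recovery. Counts pooled over all cells of a sample cannot separate such a share from a change within cells.

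The S phase list (median -0.11) and the double-strand break repair list (median -0.13) also had a negative interaction after recovery by camera. Without replicate 1 of the treated KO AID-DIvA cells, the S phase list was at -0.05 (adjusted p = 0.024). Of the 10000 matched random lists, 5 had a median as low as that of the S phase list and 0 as low as that of the repair list, which argues against GC content and length. The shift of the S phase list did not pass with fry (adjusted p = 0.15) or an estimated correlation (0.33), and that of the repair list did not either (0.088 and 0.20). Before recovery the S phase list had an interaction of 0.09, and 88 matched lists had a median as high. Without replicate 2 of the treated KO U2OS cells it was 0.08 and no longer passed camera (adjusted p = 0.063). The matched lists used 42 of the 43 S phase genes. The interactions of the stages differed for the G2/M phase list (-0.26), the S phase list (-0.20) and the repair list (-0.13), with the cell line label open as above. No biological explanation was tested for the S phase and repair lists.

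Single genes stood out by the test of the interaction. After recovery these were RPLP0P2 (1.41), RP11-47I22.3 (1.61), TGM2 (-0.87), CCDC147 (-1.30) and AURKA (-0.36). Before recovery they were LMCD1 (1.94), OASL (2.36), ADRA1B (-1.52) and UNC13D (-1.67). All but AURKA kept an adjusted p below 0.05 in 18 of 18 other settings. AURKA reached 0.054 in 1 of them. RPLP0P2 is a processed copy of RPLP0, and reads shared between them are argued against as the whole cause by the interaction of RPLP0, which was 0.15 (adjusted p = 0.42, edgeR's quasi-likelihood test). For RPLP0P2 and TGM2 the treated levels were close, 56.4 and 58.3 CPM in KO and WT cells for RPLP0P2 and 254 and 254 for TGM2, while the untreated levels were 4.47 and 12.4, and 202 and 112, so the difference lies in the untreated cells. On the log2 scale the other genes except AURKA were also closer in treated cells. OASL before recovery stood at 11.0 and 13.9 CPM in treated and 0.828 and 5.46 in untreated KO and WT cells. AURKA was further apart in treated cells, 104 and 153 CPM, than in untreated cells, 221 and 257. No test of a biological explanation was made for these genes.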

How the results depend on the processing

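Reverse-strand counts and DESeq2 with shrinkage on unfiltered genes were chosen only after the result was seen. Counts are given in the order KO up, KO down, WT up and WT down. Unless a value or the construction of an alternative shows it, the cause was not tested.

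Without a fold-change threshold, 4114, 4042, 4851 and 4661 genes were called after recovery and 7590, 7204, 5658 and 4995 before it, and 3793 up and 3709 down between untreated KO and WT AID-DIvA cells and 1352 and 1780 in U2OS cells, since weaker changes pass. With at least 10 counts in every library, which tests fewer genes, the counts were 619, 320, 607 and 318 after recovery, 1981 up in KO and 1954 up in WT cells before it, and 280 and 279 in untreated AID-DIvA cells. With apeglm shrinkage the downregulated genes in KO cells after recovery were 339, and 327 on unfiltered genes. The test against a fold of 1.5 gave 1994 downregulated genes in KO cells before recovery and 333 lower genes in untreated U2OS cells. DESeq2 gave 466 interactions after and 917 before recovery and 315 between the stages, and no filter gave 613, 775 and 293.

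With the replicate number as a replicate block, 157 genes had an interaction after recovery against 258, and the other results kept their side of the threshold. After recovery the numbers showed no pairing of the libraries. Deviations of libraries with the same number correlated between -0.44 and 0.32, above 0.1 in 6 of 18 pairs. With different numbers, 15 of 36 pairs were above 0.1. Before recovery the correlations with the same number lay between -0.06 and 0.36, above 0.1 in 5 of 18 pairs, against 2 of 36 with different numbers. Some pairing before recovery therefore stays open.

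Camera with an estimated correlation no longer passed the threshold for the G2/M phase list before recovery in KO (-0.22, adjusted p = 0.24) and WT cells (-0.22, adjusted p = 0.067), the S phase list before recovery in KO cells (-0.34, adjusted p = 0.15) and its interactions after (-0.11) and before recovery (0.0878). Fry did not pass for the S phase interaction after recovery (-0.11). With no filter, the G2/M interaction before recovery, 0.0838, passed camera (adjusted p = 0.016), and with shrinkage on unfiltered genes the repair list in KO cells after recovery did (-0.0634, adjusted p = 0.044).

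The correlation of KO and WT effects after recovery was 0.911 over called genes, 0.903 over genes with at least 1 CPM, 0.883 with shrinkage, 0.799 with shrinkage on unfiltered genes, 0.357 without a filter, 0.871 with at least 10 counts and 0.735 with reverse-strand counts. Before recovery it was 0.927, 0.946, 0.838 with shrinkage on unfiltered genes, 0.577 without a filter and 0.869 with reverse-strand counts. The Figure 4E genes called in WT cells were 9 below -0.9 and 12 below -0.8.

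With each library left out in turn, the correlation lay from 0.848 to 0.863 after and from 0.895 to 0.920 before recovery, the interactions from 128 to 298 after recovery, 265 to 2126 before it and 92 to 442 between the stages, and the untreated U2OS genes from 190 to 388 up and 372 to 732 down. The highest values from U2OS libraries, 0.920, 2126, 442, 388 and 732, came without replicate 1 of the untreated WT cells. The lowest came without replicate 1 of the untreated WT AID-DIvA cells (128), replicate 1 of the untreated KO U2OS cells (265, 190 and 372) and replicate 2 of the treated WT U2OS cells (92). The G2/M interaction before recovery lay from 0.0423 to 0.0853 passing camera without replicate 1 of the untreated WT cells (0.05, adjusted p = 0.048), and the S phase one from 0.0761 to 0.116, not passing without replicate 2 of the treated KO cells (adjusted p = 0.063). The S phase list in KO cells after recovery, from -0.07 to 0.06, and the repair list in WT cells, from -0.01 to 0.01, changed sign without passing the threshold. The G2/M phase list kept its direction and call after recovery, from -0.97 to -0.83 in KO cells, from -0.66 to -0.64 in WT cells and from -0.23 to -0.18 for the interaction.

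The 93 results for single genes over 1452 settings kept their side of the threshold in 1426, with 9 weaker and 17 stronger. The background of protein-coding genes was not run, because the counts carry no gene type. Depth limits genes near 0 counts before treatment, such as KRT20 and CSF3, for which no fold change is given.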

Differences from the paper's values

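The paper reports 338 downregulated genes in ID3-KO cells after recovery, and 521 were called here. Of the alternatives set before the data were examined, DESeq2 with apeglm shrinkage gave 339, at least 10 counts in every library gave 320, DESeq2 without shrinkage gave 463, the test against a fold of 1.5 gave 480, DESeq2's size factors in edgeR gave 504 and the replicate block gave 500, each within 1.5 times of the paper's number. So was the number without replicate 1 of the treated KO cells (476) and without replicate 1 (457) or 2 (456) of the untreated KO cells. DESeq2 with shrinkage on unfiltered genes, chosen after seeing the values, gave 327. The remaining alternatives set before the data were examined did not come within 1.5 times: all 4 groups in one fit (532), no filter on low counts (678), no fold-change threshold (4042), and leaving out replicate 2 (536) or 3 (592) of the treated or replicate 3 (522) of the untreated KO cells. Reverse-strand counts, also chosen after seeing the values, gave 523. For the paper's other counts, 838 upregulated genes in KO cells and 812 upregulated and 352 downregulated genes in WT cells, 997, 986 and 512 were called here, within 1.5 times, and DESeq2 with apeglm shrinkage gave 863, 816 and 346.

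The paper states that the suppression of mitotic and cell cycle pathways was absent in WT cells. Here 52 of 54 G2/M phase genes were lower in WT cells at an adjusted p below 0.05 (edgeR's quasi-likelihood test), with a median log2 fold change of -0.65, while 3 passed the fold-change threshold. The interaction had a median of -0.21.

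The paper states that differences between the genotypes emerge only after recovery. Here 488 genes had an interaction before recovery and 258 after it. With each library left out in turn, these counts ran from 265 to 2126 and from 128 to 298. Among genes called in either genotype, the shares were 5.55% and 6.08%. The G2/M phase list goes with the paper's statement, with a median interaction of 0.07 before recovery (camera, adjusted p = 0.24) and -0.21 after it. Stage and cell line label coincide, so none of these differences can be assigned to recovery.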

Other observations

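The tests of the library that stood apart, of the position of single libraries and of an exchange of groups were chosen only after the result was seen, and those of the splits of the libraries, of the fold-change threshold and of the direction of Table S3 were planned.

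For each of the 6 comparisons of 3 against 3 libraries, 1 of the 10 splits of the libraries, the real one, gave as many called genes. The other 9 splits of each comparison called 0 genes, against 878 to 4308 in the real split. At an unadjusted p below 0.05 and the same fold-change threshold, they had 17 to 92 genes and the real splits 952 to 4316. Each of the other splits put libraries of both groups on both sides, so the real difference added to the spread within sides. Their low counts therefore cannot decide about chance. The share of splits alone cannot fall below 10% with 3 libraries against 3.

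The 1165 genes of Table S3 tested here all changed in the direction of the table, but the table was made from the same libraries under the same names, so a mislabelled sample cannot be told apart by it. A single mislabelled library after recovery is argued against by the position of each of the 12 libraries over the genes called without it, on a scale from 0 at the rest of its group to 1 at the other treatment or genotype, where the largest median was 0.106. This test does not cover an exchange of whole groups, which is argued against by the U2OS libraries as far as their own labels are right: of the genes called before and after recovery, 91.4% of 804 in KO cells and 90.8% of 760 in WT cells changed in the same direction, and of the 465 genes called between untreated KO and WT cells in both cell lines, 99.6% differed in the same direction.

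The number of Figure 4E genes past the threshold differed between KO and WT cells, 15 against 5. The threshold itself is a candidate explanation: all 10 of the other genes fell in WT cells at an adjusted p below 0.05 (edgeR's quasi-likelihood test) with a log2 fold change above -1.

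Replicate 1 of the untreated WT U2OS cells stood apart from replicates 2 and 3. Its log2 ratio to them followed transcript length across genes with a Spearman rho of -0.63, against at most 0.30 in size for the libraries of other groups, so long genes had fewer counts. A length bias of the library, such as a difference in RNA quality or preparation, is a candidate explanation. A lower depth is argued against by its total of 66049658 counts. A swap with a treated or KO library is argued against by its median position over called genes, 0.087 at most on a scale from 0 at the other untreated WT libraries to 1 at the treated or KO libraries. GC content was followed more strongly elsewhere, with a rho of 0.81 in replicate 3 of the untreated and 0.76 in replicate 1 of the treated KO AID-DIvA cells, and the counts of called genes were not corrected for it. The authors' Table S6 does not list the U2OS libraries. No biological explanation was tested.

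ID3 transcripts were counted in every KO library, and rose with treatment in AID-DIvA cells of both genotypes. The paper checked the knockout on ID3 protein by Western blot, which transcript counts do not measure. The interaction for ID3 after recovery was -0.34 (adjusted p = 0.26, edgeR's quasi-likelihood test).

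HDAC1 was higher in untreated KO than WT AID-DIvA cells, 202 ± 1.76 against 159 ± 6.56 CPM (SD, n = 3 per group, log2 difference 0.35, adjusted p = 5.0e-06 from edgeR's quasi-likelihood test), and in U2OS cells by 0.28 (adjusted p = 0.031), where the call was lost in 6 of 15 other settings. HDAC2 was higher by 0.30 in AID-DIvA cells (adjusted p = 1.1e-04), and by 0.17 in U2OS cells (adjusted p = 0.17). HDAC3 was lower in untreated KO than WT AID-DIvA cells, 52.3 ± 0.890 against 59.3 ± 0.882 CPM (SD, n = 3 per group, log2 difference -0.18, adjusted p = 0.0050 from edgeR's quasi-likelihood test), and differed by -0.04 in U2OS cells (adjusted p = 0.79).

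EP300 and CREBBP, which did not differ between untreated KO and WT cells, fell with treatment. Before recovery CREBBP had a log2 fold change of -1.11 in KO cells and -0.92 in WT cells (adjusted p = 2.9e-16 and 0.0096, edgeR's quasi-likelihood test), and EP300 of -0.64 and -0.35 (adjusted p = 8.1e-11 and 0.34). The WT values rest on replicate 1 of the untreated cells: without it they were -1.16 for CREBBP (adjusted p = 9.4e-30) and -0.66 for EP300 (adjusted p = 1.5e-21), and over all settings EP300 ran from -0.66 to -0.17 in WT cells. After recovery CREBBP had -0.27 and -0.36 (adjusted p = 0.0062 and 4.8e-05, edgeR's quasi-likelihood test) and EP300 -0.16 and -0.20 (adjusted p = 0.057 and 0.0023). Neither had an interaction at an adjusted p below 0.05.

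Before recovery the double-strand break repair list was lower, with a median log2 fold change of -0.23 in KO cells and -0.21 in WT cells (camera, adjusted p = 8.9e-04 and 6.2e-04). It passed with fry (adjusted p = 6.8e-05 and 9.5e-04) but not with an estimated correlation (0.15 and 0.085).

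Of the 2318 genes upregulated before recovery in KO cells and tested at both stages, 620 were also upregulated after recovery and 57 were downregulated. In WT cells these were 564 and 62 of 2195. The stages carry different cell line labels.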
